# Prp19 Is an Independent Prognostic Marker and Promotes Neuroblastoma Metastasis by Regulating the Hippo-YAP Signaling Pathway

**DOI:** 10.3389/fonc.2020.575366

**Published:** 2020-11-02

**Authors:** Yuanxia Cai, Kai Chen, Cheng Cheng, Yonghu Xu, Qianqian Cheng, Guofeng Xu, Yeming Wu, Zhixiang Wu

**Keywords:** Prp19, neuroblastoma, metastasis, YAP, RNA splicing

## Abstract

Pre-mRNA processing factor 19 (Prp19) was previously reported to be involved in tumor progression. However, Prp19 expression and its functions remain elusive in neuroblastoma. Here, we aim to identify the functions and mechanisms of Prp19 in neuroblastoma. Neuroblastic tumor tissue microarrays and two independent validation data sets indicate that Prp19 is associated with high-risk markers and bone marrow metastasis and serves as a prognostic marker for worse clinical outcomes with neuroblastoma. Gain- and loss-of-expression assays reveal that Prp19 promotes invasion, migration, and epithelial–mesenchymal transition (EMT) of neuroblastoma cells *in vitro*. Bioinformatics analysis of RNA-seq data shows that the expressions of YAP and its downstream genes are significantly inhibited after downregulation of Prp19. Prp19 and YAP expression in metastatic lymph nodes is higher than *in situ* neuroblastoma tissue. Further experiments show that Prp19 regulates YAP expression and consequently affects cell invasion, migration, and EMT in neuroblastoma by pre-mRNA splicing of YAP. In conclusion, our findings provide the first evidence that Prp19 is a potential therapeutic target and prognostic biomarker for patients with neuroblastoma.

## Introduction

Neuroblastoma, arising from neural crest progenitor cells of the sympathoadrenal lineage, is the most common extracranial solid tumor in children, accounting for 7.5% of all childhood cancers and 11–15% of all childhood cancer-related deaths (1, 2). The most prominent characteristic of neuroblastoma is extreme heterogeneity, which ranges from spontaneous regression in infants to metastasis and progression in older children despite intensive multimodality therapy. Children with limited lesions usually have a good prognosis, and the 5-year event-free survival (EFS) rate can reach 83% (3). However, the long-term prognosis for patients with distant metastasis is poor with a 5-year EFS of 35%, which has not improved in the last decades (3–5). A better understanding of the biological mechanism of metastatic neuroblastoma will likely refine treatment strategies and further improve the prognosis of metastatic patients.

Pre-mRNA processing factor 19 (Prp19)-associated complex (Prp19C) is a highly conserved multiprotein complex (6). As an important member of Prp19C (7), Prp19 has many vital biological functions, such as splicing of pre-mRNA, cell cycle regulation, DNA damage repair, protein degradation, and metastasis (8–13). Because these intracellular events are closely related to cell fate, aberrant Prp19 function may cause serious diseases, for example, cancer. In fact, studies have found Prp19 expression is higher in colon, larynx, and hepatocellular carcinoma compared with paracancerous tissues and is positively correlated with poor prognosis (13, 14). However, the function of Prp19 in tumors and its association with poor prognosis have not been well-demonstrated. Increasing evidence suggests that abnormalities in splicing events may involve tumorigenesis and development. For example, hnRNPK promotes gastric tumorigenesis through regulating CD44E alternative splicing (15). Alternative splicing of EZH2 pre-mRNA by SF3B3 contributes to the tumorigenic potential of renal cancer (16). As an important splicing factor, Prp19 may also participate in tumorigenesis and development by regulating alternative splicing of some key molecules.

The Hippo-YAP pathway is a highly conserved signaling pathway that functions in the regulation of organ size, cell proliferation, invasion, and metastasis (17, 18). When the Hippo-YAP signaling is off, YAP, the key factor in the Hippo pathway, translocates into the nucleus to drive transcription of downstream genes, promoting of cell proliferation, migration, and tumor growth. When Hippo-YAP is on, YAP is phosphorylated and retained in the cytoplasm, turning off downstream target gene expression (17). In addition to the classic Hippo-YAP signaling, YAP expression and stability can be regulated by a variety of molecules, such as CD44, HER3, and Fbxw7 (19–22). The mechanism governing YAP protein expression by alterative splicing remains poorly understood. This study presents a lot of overlap between the functions of Prp19 and YAP. On account of this, whether there is a regulatory effect between Prp19 and YAP is worth further exploration.

Our investigation into the expression and potential role and mechanism of Prp19 in neuroblastoma reveals that the expression of Prp19 is positively correlated with bone marrow metastasis of neuroblastoma and that Prp19 promotes neuroblastoma invasion and migration *in vitro*. Also, YAP is identified as a candidate target of Prp19 because the mRNA maturity of it is regulated by Prp19. In metastatic lymph nodes, Prp19 and YAP show obvious higher expression than their paired primary tumor. Taken together, these results indicate that Prp19 promotes neuroblastoma metastasis via increasing pre-mRNA splicing to upregulate the level of YAP.

## Materials and Methods

### Patients and Tissue Specimens

This study includes 62 pediatric patients with neuroblastoma who were diagnosed and treated in Xinhua Hospital, a subsidiary hospital of Shanghai Jiaotong University School of Medicine, from September 2012 to February 2015. The patient group includes 43 neuroblastoma/gneuroblastoma-N (NB/GNB-N) and 19 gneuroblastoma-I (GNB-I) cases. A total of 4 pairs of neuroblastoma *in situ* and their corresponding metastatic lymph node tissues were collected. The clinical and prognosis information of the patients was collected from recorded clinical data and follow-up through phone calls; data include gender, age at diagnosis, bone marrow metastasis, clinical stage, diagnostic category, Shimada pathologic type, and risk classification. All patients underwent surgery or biopsy in our hospital, and each tumor specimen was stored in liquid nitrogen until tissue microarray (TMA) analysis. The experimental protocols were approved by the Ethics Committee of the Xinhua Hospital affiliated to Shanghai Jiaotong University School of Medicine.

### TMA Preparation and Immunohistochemistry (IHC)

IHC was performed as previously described (23). IHC staining was performed using a standard immunoperoxidase staining procedure, and the primary antibody included Prp19 (1:200, Abcam, ab126776) and YAP (ab52771, 1:50, abcam). Hematoxylin was used as a counterstain. The tissue sections were viewed independently by two pathologists in a double-blind fashion. IHC staining was graded on a specialized scale from 0 to 4, where 0 represents negative expression, 1 represents weakly positive expression (0–10% positive cells), 2 represents mildly positive expression (10–30% positive cells), 3 represents moderately positive expression (30–50% positive cells), and 4 represents strongly positive expression (50–100% positive cells). The scale was determined according to the average number of positive cells in 10 random fields on one slide. IHC staining grade 0–2 was defined as low expression, and IHC staining grade 3–4 was defined as high expression.

### Cell Lines and Cell Culture

Human neuroblastoma cell lines SK-N-BE (2) and SK-N-AS were obtained from ATCC (Manassas, USA). All cell lines were cultured in a 1:1 mixture of Eagle's minimum essential medium and F12 medium (Gibco, USA) supplemented with 10% fetal bovine serum (Gemini, USA) in humid air at 37°C with 5% CO_2_.

### Knockdown and Overexpression of Prp19

Cells were plated in 6-, 12-, or 24-well-plates the day before transfection so that they achieved 30–50% confluence at the time of transfection. 

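The target sequences of the small interfering RNAs were located in the transcripts of GENCODE release 29 on the human genome build GRCh38. PRPF19 (ENSG00000110107), the gene that encodes Prp19, lies on the minus strand of chromosome 11 from 60890730 to 60906588. The target of the first siRNA against Prp19, GCCACTATCAGGATTTGGT, lies in the coding sequence in exon 11 of the 16 exons of the PRPF19 transcript, from 60899259 to 60899277. The target of the second siRNA, GCCAAGTTCATCGCTTCAA, lies in the coding sequence in exon 16 of the same transcript, from 60891204 to 60891222. Neither sequence matched a transcript of another gene. YAP1 (ENSG00000137693), the gene that encodes YAP, lies on the plus strand of chromosome 11 from 102110461 to 102233423. The target of the siRNA against YAP, GTAGCCAGTTACCAACACT, lies in the coding sequence in exon 7 of the 9 exons of the YAP1 transcript, from 102223635 to 102223653. It also matched the transcript of YAP1P1, a processed pseudogene of YAP1 on chromosome 6 from 147406889 to 147408281.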

Cells were transfected with small interfering RNAs (siPrp19, siYAP, and negative control siNC) using RNAiMAX (ThermoFisher, USA) according to the manufacturer's instructions. siRNAs were synthetized by RiboBio (China); target sequences were as follows: Prp19-1 5′-GCCACTATCAGGATTTGGT-3′, Prp19-2 5′- GCCAAGTTCATCGCTTCAA-3′, and YAP 5′-GTAGCCAGTTACCAACACT-3′. Cells were incubated for 24 to 48 h at 37°C before harvesting cells for analyses.

A Prp19 overexpressing adenovirus with Flag and His tag was purchased from Vigenebio (China). Prp19 overexpression cell lines were constructed in SK-N-AS and SK-N-BE (2) cells.

### Cell Invasion Assay

Matrigel was added to the top chamber of Transwell chambers before the chambers were placed in an incubator for 4 h. Then, siRNA-treated cells or Prp19 overexpressing cells (1 × 10^5^ cells), having been washed with serum-free medium, were plated into chambers. After 36 h in 37°C, the cells were harvested and fixed with 4% paraformaldehyde for 20 min. Cells were then stained with 0.1% crystal violet staining for 10 min, and the Matrigel was wiped off with a cotton swab. Samples were observed under a microscope; 5–10 fields were randomly selected and photographed in each chamber.

### Wound-Healing Assay

SK-N-BE (2) and SK-N-AS cells were seeded into 6-well-plates; after 24 h, the cells were transfected or infected with siNC, siPrp19, siYAP, or Prp19 or control adenovirus. Forty-eight hours later, the cells reached 100% confluence, and the cell monolayer was scraped with a 200-μl pipette tip. The well was washed twice with serum-free medium (50% MEM and 50% F12) and then replenished with fresh serum-free medium. At 0 h and every 12 h after incubation, images were captured with a light microscope (LeicaCTR6000 microscope system) at x50 magnification and analyzed quantitatively by ImageJ (X64, v. 2.1.4).

### Protein Extraction and Western Blotting (WB)

WB was performed as previously described (23). Primary antibodies specific for Prp19 (ab126776, 1:1,000) and YAP (ab52771, 1:1,000) were purchased from Abcam; Primary antibodies specific for GAPDH (2118s, 1:2,000), cyclinD1 (2978s, 1:1,000), MMP9 (13667s, 1:1,000), E-cadherin (3195s, 1:1,000) were purchased from Cell Signaling Technology (Beverly, USA). A primary antibody specific for Actin was purchased from Yeasen (30101ES10, 1:5,000). Primary antibodies specific for CTGF (sc-101586, 1:200), FGF1 (sc-55520, 1:100) were purchased from Santa Cruz Biotechnology (USA). The results were quantitatively analyzed through Image J software (X64, v. 2.1.4).

### Polymerase Chain Reaction (PCR) and Quantitative Real Time PCR (qPCR)

Total RNA was isolated with TRIzol (Invitrogen, USA) and subjected to DNase I treatment prior to reverse transcription (Promega, USA). Reverse transcription reactions were performed using the reverse transcription kit from TakaRa (Tokyo, Japan). PCR was performed using the MAX PCR Master Mix (TakaRa, Japan), and the PCR products were subjected to agarose gel electrophoresis. qPCR was conducted to measure the levels of mRNAs using SYBR Green reagent from Yeasen (China). 

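The primers used for PCR were located in the transcripts of GENCODE release 29 on GRCh38, in which introns are not included. In PRPF19, the forward primer GTGCCAAGTTCCCAACCAAGTGTT lies in exon 5 from 60902586 to 60902609, and the reverse primer AGCACAGTGGCTTTGTCTTGAAGC spans the junction of exons 6 and 7. In YAP1, the YAP-1 forward primer CCCGACTCCTTCTTCAAGC lies in exon 1 from 102111122 to 102111140, and the YAP-1 reverse primer TGTCCCAGGAGAAACAGCTC lies in exon 2 from 102114226 to 102114245 and also matched the transcript of the pseudogene YAP1P1. The YAP-3 forward primer CCTGCGTAGCCAGTTACCAA lies in exon 7 from 102223630 to 102223649, and the YAP-3 reverse primer CCATCTCATCCACACTGTTC lies in exon 8 from 102227556 to 102227575. All of these lie in the coding sequence. The YAP-2 reverse primer TACATCCCGAGTGGGCTAAC did not match the representative YAP1 transcript and matched the 5′UTR of 1 other YAP1 transcript, in its exon 1, from 102112524 to 102112543, between the positions of exons 1 and 2 of the representative transcript. The YAP-2 forward primer and both YAP-4 primers matched no transcript of YAP1 and were not located here. The GAPDH forward primer TCGACAGTCAGCCGCATCTTCTTT lies in the 5′UTR in exon 1 of GAPDH on chromosome 12, from 6534535 to 6534558, and the reverse primer GCCCAATACGACCAAATCCGTTGA spans the junction of exons 2 and 3.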

Primer sequences were as follows: *Prp19* forward 5′-GTGCCAAGTTCCCAACCAAGTGTT-3′, reverse 5′-AGCACAGTGGCTTTGTCTTGAAGC-3′; *YAP-1*: forward 5′-CCCGACTCCTTCTTCAAGC-3′, reverse 5′-TGTCCCAGGAGAAACAGCTC-3′; *YAP-2*: forward 5′-TTGTGCCAACTTGATTCAGC-3′, reverse 5′-TACATCCCGAGTGGGCTAAC-3′;*YAP-3*: forward 5′-CCTGCGTAGCCAGTTACCAA-3′, reverse 5′-CCATCTCATCCACACTGTTC-3′; *YAP-4*: forward 5′-TTGTCACCAAGCACAGAACC-3′, reverse 5′-TTCCTGTCCTGCAATGTCTG-3′; *GAPDH*: forward 5′-TCGACAGTCAGCCGCATCTTCTTT-3′, reverse 5′-GCCCAATACGACCAAATCCGTTGA-3′. The transcript levels were calculated and analyzed by the 2^−ΔΔCT^ method.

### RNA Sequencing Assay and Data Analysis

siPrp19 and siNC small interference RNA were transfected to SK-N-BE (2) and SK-N-AS cells for 48 h, and then 3 μg of total RNA per sample (6 samples per cell line) were extracted by TOIzol® reagent (Thermo Fisher scientific, American). Library preparation for transcriptome sequencing and clustering and sequencing were performed by Novogene Bioinformatics Technology Co., Ltd. (Beijing, China). Per sample, biological replicates were performed three times. Differential expression analysis of the two groups was performed using the DESeq2R package (1.16.1), and genes with an adjusted *P* < 0.05 found byDESeq2 were assigned as differentially expressed. Gene ontology (GO) enrichment analysis of differentially expressed genes was implemented by the cluster Profiler R package, in which gene length bias was corrected. GO terms with corrected value <0.05 were considered significantly enriched by differentially expressed genes. KEGG is a database resource for understanding high-level functions and utilities of the biological system from molecular-level information, especially large-scale molecular data sets generated by genome sequencing and other high-throughput experimental technologies (http://www.genome.jp/kegg/). We used the cluster Profiler R package to test the statistical enrichment of differential expression genes in KEGG pathways. Sequencing data have been deposited in the Gene Expression Omnibus database, and the accession codes of SK-N-BE (2) and SK-N-AS are GSE153398 and GSE153432.

### Neuroblastoma Data Set Analysis

In order to validate the conclusion we got from our clinical data, we analyzed the factors associated with the prognosis of neuroblastoma by the R2 Genomics Analysis and Visualization Platform (http://r2.amc.nl) using the following publicly available data sets: SEQC (GEO: GSE49710) and NRC (GEO: GSE85047). In addition, we also analyzed the differential expression of Prp19 among clinical stage, risk classification, *MYCN* status, and histology.

### Statistical Analysis

Statistical analysis was performed using SPSS 20.0 software. The Mann-Whitney U rank sum test was used for the non-normally distributed variables. The different expression of Prp19 among genders, ages, bone marrow infiltration, clinical stage (INSS), tumor pathological diagnosis, Shimada pathological classification, and risk classification were analyzed by chi-square test. Multivariate Cox regression analysis was performed on the effects of Prp19, clinical stage, and age at diagnosis on survival in children. Survival curves between different expression groups of Prp19 were delineated using Kaplan–Meier curves, and differential analysis of survival curves was performed using log-rank test. Values of *p* < 0.05 were considered statistically significant.

## Results

### Differential Expression of Prp19 Is Associated With Clinical Characteristics in Neuroblastoma

We first performed IHC analysis of Prp19 expression on a TMA consisting of 62 samples from patients diagnosed with neuroblastoma, including 43 NB/GNB-N and 19 GNB-I cases. Prp19 was mainly expressed in the cell nucleus and differentially expressed in neuroblastoma patients with different pathological types; the expression of Prp19 was as follows: grade 0 (10%), grade 1 (21%), grade 2 (21%), grade 3 (21%), and grade 4 (27%) (Figure 1A). Prp19 expression in patients with NB/GNB-N was significantly higher than that in patients with GNB-I (*p* = 0.016; Figure 1B). Western blot analysis of 14 frozen fresh samples further confirmed that the expression of Prp19 was significantly higher in patients with NB/GNB-N compared with patients with GNB-I (*p* = 0.006; Figures 1C,D). This indicates that Prp19 shows differential expression in different pathological types of neuroblastoma.

**Figure 1:**
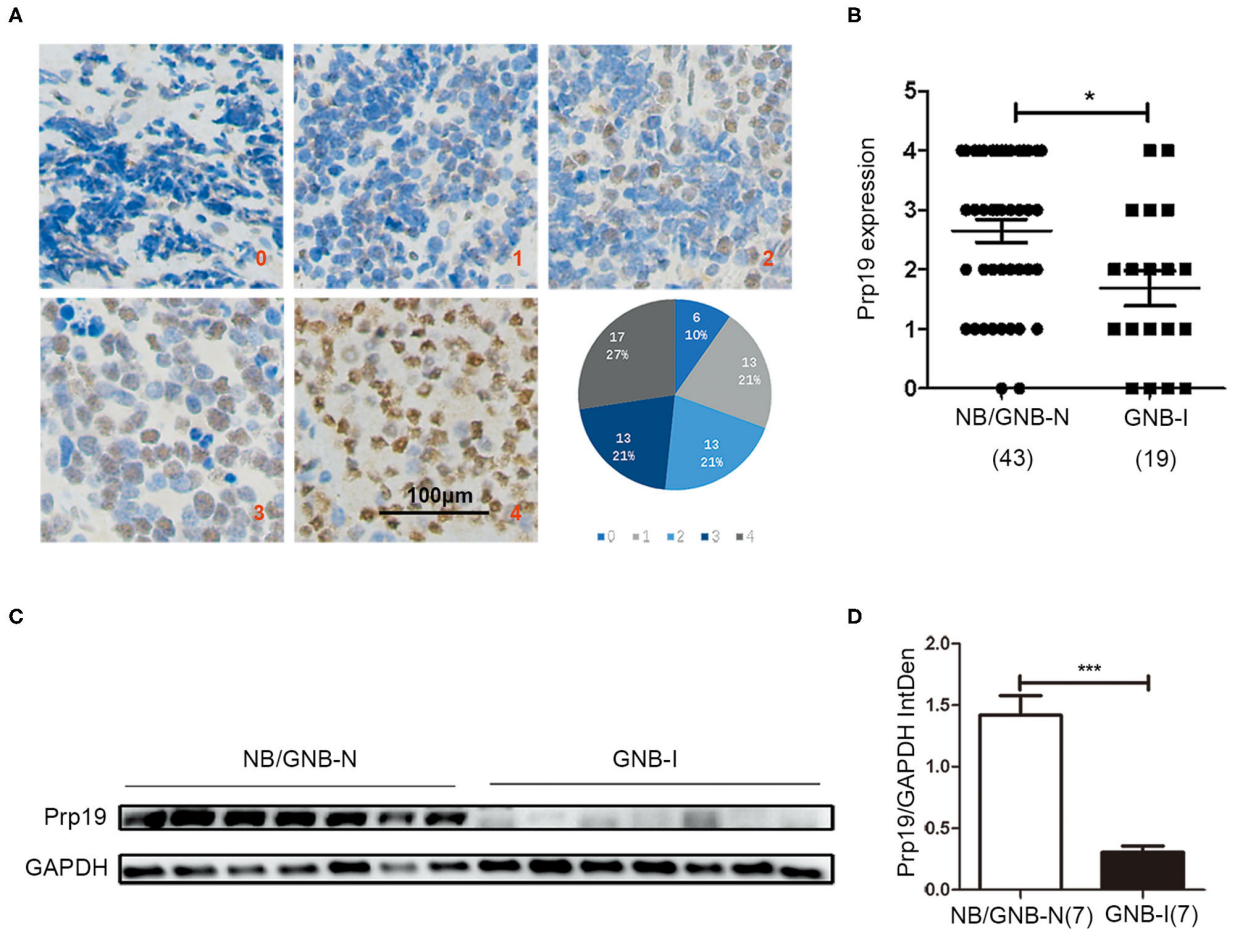
Expression and roles of Prp19 in neuroblastoma. **(A)** Representative images of different levels (0–4) of IHC staining of Prp19 and the proportions of five levels. Scale bar: 100 μm. **(B)** Prp19 expression between NB/GNB-N and GNB-I in TMA. The data were analyzed by Mann-Whitney *U*-test (*n* = 62). **(C,D)** Proteins of 7 NB/GNB-N and 7 GNB-I tumor tissue proteins extracted for immunoblotting to detect Prp19 expression, and Image J was used to quantify protein bands. The data in **(D)** were analyzed by Mann-Whitney *U*-test (*n* = 14). *p < 0.05 and ***p < 0.001.

We next examined whether expression of Prp19 had clinical implications in our cohort. As shown in Table 1, high expression of Prp19 was significantly associated with bone marrow metastasis, NB/GNB-N, unfavorable histologic and high risk (*p* = 0.009, 0.021, 0.022, and 0.023, respectively); however, there were no associations with age at diagnosis and clinical stage in our TMA, possibly due to insufficient sample size. To further confirm the clinical implications of Prp19 in human neuroblastoma, we analyzed gene expression profiles from two cohorts of neuroblastoma primary tumors with larger sample sizes (SEQC: GSE62564 and NRC: GSE85047). The expression of Prp19 was positively correlated with clinical stage (*p* < 0.001; Table 2), and more interestingly, Prp19 expression increased with clinical stage from stage I to stage IV, but significantly decreased in stage IVs (Supplementary Figures 1A,C). Furthermore, Prp19 was significantly overexpressed in children diagnosed at more than 18 months (*p* < 0.001) and high-risk cases (*p* < 0.001; Table 2 and Supplementary Table 1; Supplementary Figures 1B,D,E). In addition, patients with *MYCN* amplification also tended to have higher Prp19 expression (*p* < 0.001; Table 2 and Supplementary Table 1; Supplementary Figures 1F,G). Together, these results indicate that Prp19 shows differential expression in neuroblastoma tissues and higher Prp19 expression is associated with poor clinical characteristics in neuroblastoma.

**Table 1:** The association between Prp19 expression with clinical pathologic characteristics in the TMA cohort.

**Clinical and pathological characteristics**	**Total**	**Prp19**		**χ^2^**	***P***
		**High**	**Low**		
**Gender**					
Male	35	14	21	2.264	0.132
Female	27	16	11		
**Age at diagnosis**					
≥18 months	42	21	21	0.136	0.713
<18 months	20	9	11		
**Bone marrow metastasis**					
Positive	21	15	6	6.751	0.009
Negative	41	15	26		
**Clinical stages**					
I–II IV–S	25	10	15	1.180	0.277
III–IV	37	20	17		
**Diagnostic category**					
NB and GNB-N	43	25	18	5.344	0.021
GNB-I	19	5	14		
**Shimada pathologic type**					
FH	30	10	20	5.274	0.022
UFH	32	20	12		
**Risk classification**					
Low and					
Intermediate	34	12	22	5.168	0.023
High	28	18	10		

*NB, neuroblastoma; GNB-N, ganglioneuroblastoma-nodular; GNB-I, ganglioneuroblastoma-intermixed; FH, favorable histology; UFH, unfavorable histology*.

**Table 2:** Correlation analysis between clinical characteristics and expression of Prp19 in the SEQC data set.

**Covariates**	**Total**	**Prp19**		**χ^**2**^**	***P***
		**High**	**Low**		
**Age at diagnosis**					
≥18 months	198	94	104		
<18 months	300	45	255	62.517	<0.001
**Clinical stages**					
I–II IV–S	252	18	234		
III–IV	246	121	125	109.362	<0.001
**Risk**					
Low risk	322	33	289		
High risk	176	106	70	498.000	<0.001
***MYCN* state**					
Amplification	92	50	42		
Non-amplification	401	87	314	39.758	<0.001

### High Expression of Prp19 Is a Potential Poor Prognostic Factor in Children With Neuroblastoma

We next investigated if Prp19 had an influence on the prognosis of children with neuroblastoma. Out of the 62 patients from the TMA cohort, 50 cases were successfully followed up with a follow-up completion rate of 80.6%. The median follow-up time was 34 months, and the longest and shortest follow-up periods were 62 and 6 months, respectively. We examined OS and EFS by Kaplan-Meier curves in the TMA cohort and compared the survival curves by log-rank test. Patients with low Prp19 expression had a better OS (*p* = 0.0040) and EFS (*p* = 0.0275; Figures 2A,D). In addition, analyses of the SEQC and NRC data sets revealed similar results, and both the *p*-value of all OS and EFS rates were <0.0001 (Figures 2B,C,E,F). In the TMA cohort, univariate analysis found that high expression of Prp19 was a risk factor both for OS (*p* = 0.010; HR = 5.189) and EFS (*p* = 0.045; HR = 2.644) in children with neuroblastoma (Table 3). Multivariate analysis also found that patients with high Prp19 expression had a worse OS (*p* = 0.027; HR = 4.118) although there was no statistically significant difference in the EFS (*p* = 0.174; HR = 1.954). Clinical stage, as a recognized prognostic risk factor, was also associated with poor OS (*p* = 0.016; HR = 12.345) and EFS (*p* = 0.003; HR = 9.267). However, age at diagnosis did not show an effect on OS and EFS in children with neuroblastoma (Table 4). Age at diagnosis is a known risk factor affecting the prognosis of children with neuroblastoma (3). On account of this, we doubted that the negative result from Table 4 was limited by the number of the TMA cohort. To further validate our results, we performed the analyses in the SEQC and NRC databases. Univariate and multivariate analyses show that high Prp19 expression, high clinical stage, and age over 18 months at diagnosis are associated with poor OS and EFS in the SEQC data set (Supplementary Tables 2, 3). In the NRC data set, OS and EFS are associated with Prp19 expression and clinical stage, but age at diagnosis, even with an impact on OS, has no effect on EFS (Supplementary Tables 4, 5). Taken together, our analyses indicate that Prp19 is a potential prognostic marker in neuroblastoma.

**Figure 2:**
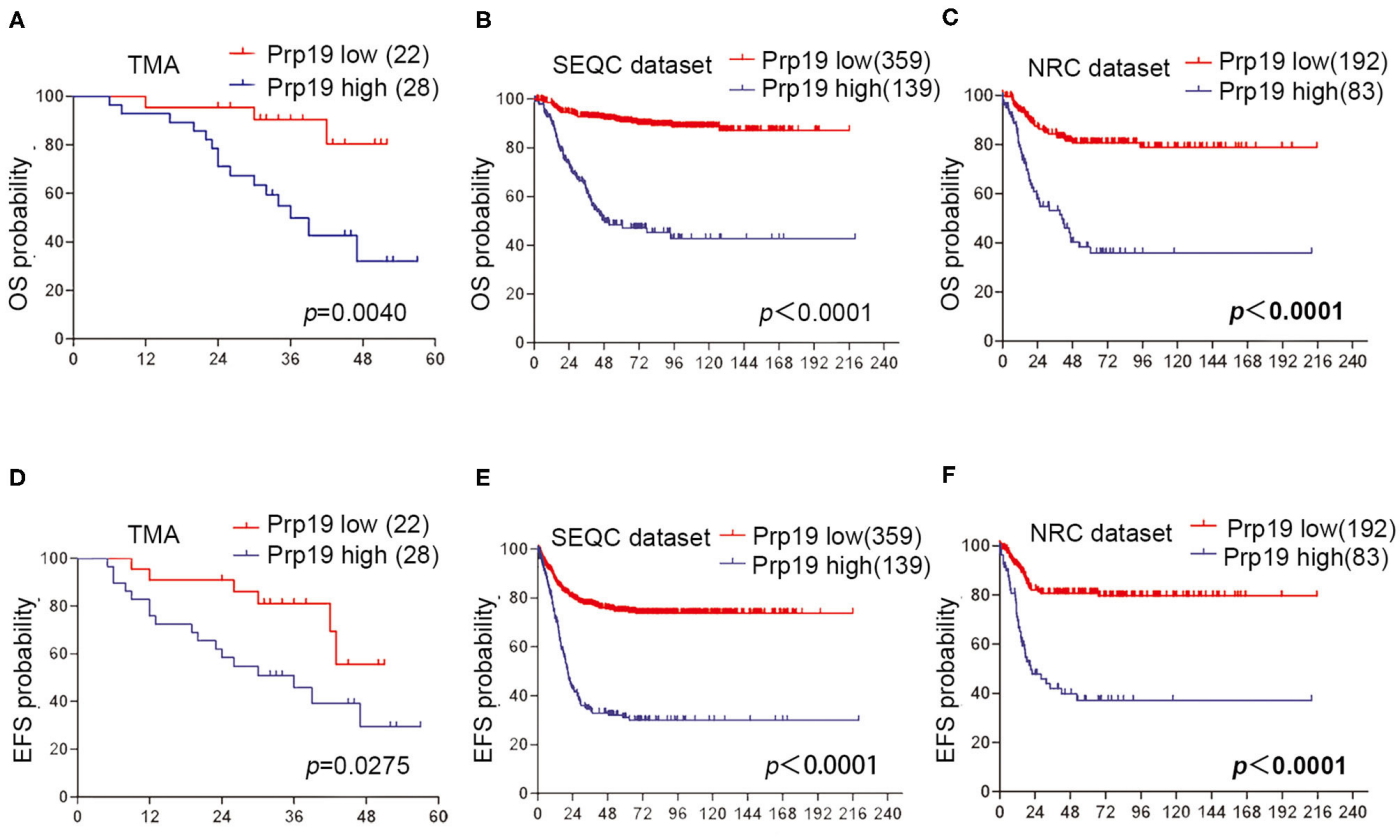
Prp19's prognostic value in TMA cohort and data sets. **(A,D)** Kaplan-Meier analysis of OS and EFS for the TMA cohort based on Prp19 expression with the log-rank test *P*-value indicated (*n* = 50). **(B,E)** Kaplan-Meier analysis of OS and EFS for the SEQC data set based on Prp19 expression with the log-rank test *p* value indicated (*n* = 498). **(C,F)** Kaplan-Meier analysis of OS and EFS for the NRC data set based on Prp19 expression with the log-rank test *p*-value indicated (*n* = 275).

**Table 3:** Univariate analyses in the TMA cohort.

**Covariates**	**OS**		**EFS**	
	**HR (95%CI)**	***P***	**HR (95%CI)**	***P***
**Prp19 expression** (high vs. low)	5.189 (1.487–18.109)	0.010	2.644 (1.023–6.836)	0.045

**Table 4:** Multivariable analyses in the TMA cohort.

**Covariates**	**OS**		**EFS**	
	**HR (95%CI)**	***P***	**HR (95%CI)**	***P***
**Prp19 expression** (high vs. low)	4.118 (1.171–14.480)	0.027	1.954 (0.744–5.136)	0.174
**Clinical stages** (I–II IV–S vs. III–IV)	12.345 (1.613–94.489)	0.016	9.267 (2.114–40.624)	0.003
**Age at diagnosis** (< >18 months)	0.980 (0.351–2.740)	0.969	1.755 (0.667–4.616)	0.255

### Prp19 Promotes Neuroblastoma Cell Invasion and Migration

Then, the function of Prp19 at the cellular level was explored. First, the expression level of Prp19 in different neuroblastoma cell lines [SK-N-BE (2), SK-N-AS, SH-SY5Y, IMR32, and LAN1] was assessed, and the silencing efficiency of siRNA targeting Prp19 was examined (Figures 3A,B). Two cell lines [SK-N-BE (2) and SK-N-AS] with higher expression of Prp19 and the first siRNA were selected for the following assays. We next explored whether Prp19 influences migration or invasion of neuroblastoma cells. After 48 h silencing of Prp19 in SK-N-BE (2) and SK-N-AS cells, transwell assays were performed. As shown in Figures 3C,D, knockdown of Prp19 impaired the invasive ability of both SK-N-BE (2) and SK-N-AS cells, and upregulating Prp19 enhanced the invasive capacity of two cell lines. In addition, the wound-healing assay also showed increased or decreased migratory ability in Prp19 overexpressing cells or Prp19 silenced cells (Figures 3E,F). EMT-related molecules, such as E-cadherin and matrix metalloproteinase 9 (MMP9), were altered upon Prp19 expression; we observed increased E-cadherin and decreased MMP9 after Prp19 downregulation with opposite effects in Prp19 overexpression cells (Figures 3G,H). These results demonstrate the role of Prp19 in neuroblastoma cell invasion, migration, and EMT.

**Figure 3:**
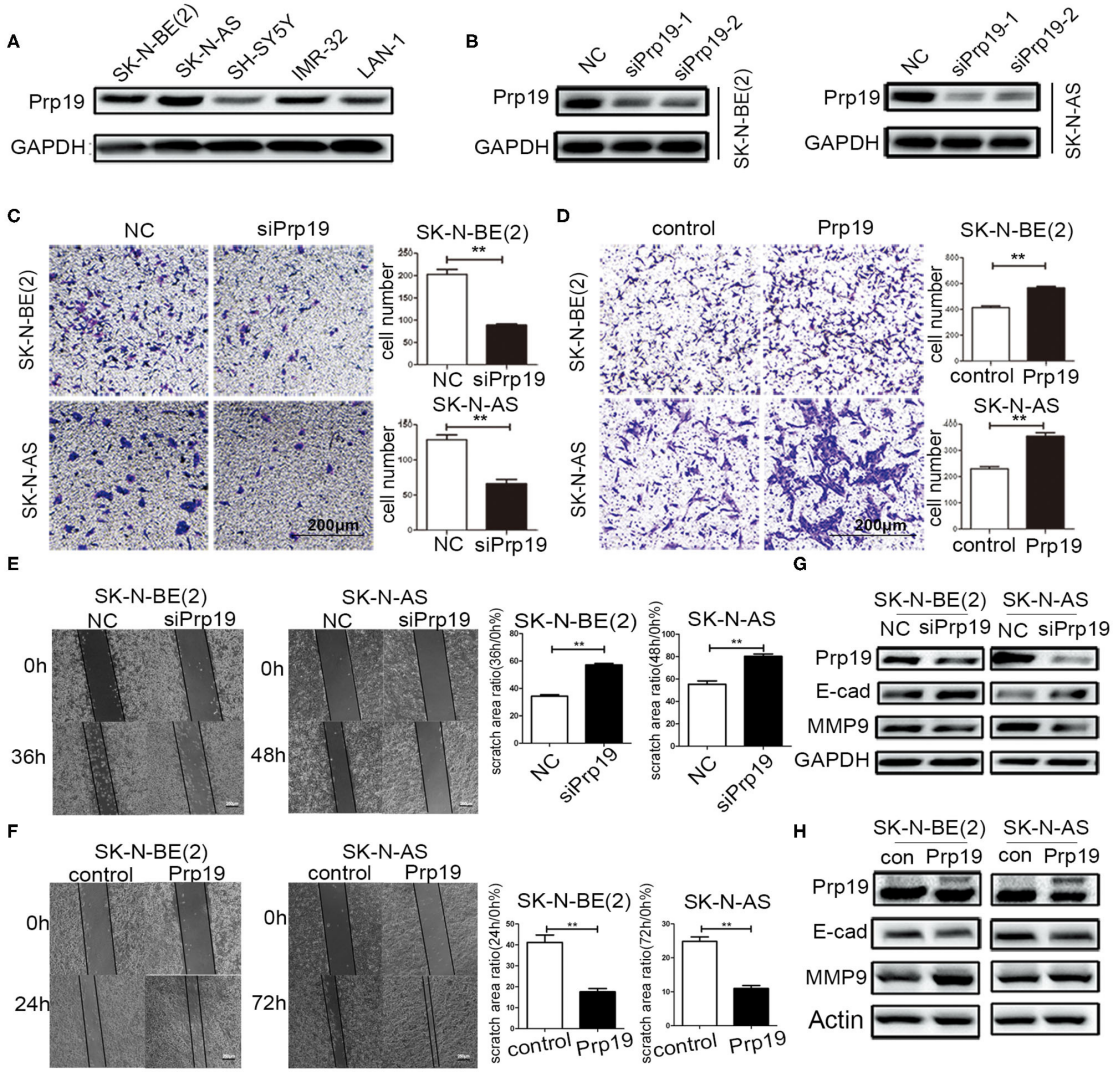
Effects of Prp19 on cell biological behavior of neuroblastoma cells. **(A)** WB detected the expression levels of Prp19 in neuroblastoma cell lines SK-N-BE (2), SK-N-AS, SH-SY5Y, IMR-32, and LAN1, and two cell lines [SK-N-BE (2) and SK-N-AS] with higher expression of Prp19 were selected for subsequent experiments. **(B)** Prp19 was knocked down in SK-N-BE (2) and SK-N-AS using siRNA. The first siRNA was selected for subsequent experiments according to knockdown efficiency detected by WB. **(C,D)** Transwell array tested the invasive ability of SK-N-BE (2) and SK-N-AS between siPrp19 and siNC or between overexpression of Prp19 and control, and the number of cells crossing the bottom of the chamber were analyzed by GraphPad Prism 5. Scale bar: 200 μm *p* = 0.0022, respectively. **(E,F)** The cell migration ability was estimated using a wound-healing assay. The images were captured at indicated time after wounding (magnification: 50×; scale bar: 250 μm) *p* = 0.0022, respectively. **(G,H)** WB tested the expression of Prp19, E-cad, and MMP9 in Prp19 downregulation or overexpression cells. *p < 0.05 and **p < 0.01.

### RNA-seq Identifies the Hippo/YAP Pathway as a Candidate Regulatory Target of Prp19

Given the change of invasion and migration observed in Prp19 knockdown and overexpressed cells, we speculated that Prp19 may affect specific cellular functions through regulating specific gene expression. To explore the mechanism by which Prp19 exerts its function in neuroblastoma, we performed RNA-seq analysis using SK-N-BE (2) and SK-N-AS cells transfected with siPrp19 compared with cells transfected with siNC. 

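SK-N-BE (2) is a human neuroblastoma cell line. RNA from 3 samples transfected with siNC and 3 samples transfected with siPrp19 was sequenced, and the SK-N-AS samples were not analysed here. The paper gives 48 h as the time after transfection, and the sample labels give 72 h. The authors deposited an FPKM value (fragments per kilobase of gene, relative to the sequencing depth) for each of 58302 Ensembl genes in each sample. The scaling factors that the median-of-ratios method gives for these values were the same in every sample, 1.00736, so the deposited values already carry such a scaling. Multiplied by the gene's exon length in GENCODE release 29 and by 1 factor per sample, estimated from the steps between low values, the values were whole numbers of reads in all samples for 97.3% of the 58039 genes found there. By this count 21943963, 19058793 and 19175200 reads lay on genes in siNC replicates 1, 2 and 3, and 22335030, 22273063 and 24181824 in siPrp19 replicates 1, 2 and 3. The 20626 genes listed at 0 in every sample could not fail the test of whole numbers, so only the other genes bear on it. PRPF19, the target of the siRNA, had 53.1, 53.1 and 64.9 FPKM in siNC replicates 1, 2 and 3 and 21.8, 28.5 and 33.6 FPKM in the siPrp19 replicates, with 3 of 3 siPrp19 samples below every siNC sample. The mean was 57.0 ± 6.83 FPKM (SD, n = 3) with siNC and 27.9 ± 5.91 FPKM (SD, n = 3) with siPrp19, or 49.0% of siNC.
Differential expression was tested here with limma on log2(FPKM + 0.1) over the 14462 genes with a mean of at least 1 FPKM, with Benjamini-Hochberg adjustment. Fold changes on this scale understate the change of genes with low values. Samples with the same replicate number deviated together from the means of their groups: across genes, the deviations of same-numbered siNC and siPrp19 samples correlated with a mean r of 0.53 (0.38 to 0.64). The first principal component, with 49.9% of the variance, set replicate 3 of both groups apart from replicates 1 and 2. The tests were therefore also run with the replicate number as a block, and both results are given.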

More than 400 genes were significantly regulated upon Prp19 downregulation (|fold change| >1.5, FDR <0.05; Figure 4A and Supplementary Figure 2A). 

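In SK-N-BE (2) cells, 0 of the 14462 genes tested had an FDR under 0.05 by limma, and so 0 genes passed the thresholds of FDR and fold change together, at a fold change of 1.5 as well as of 1.2. At an unadjusted p under 0.05 there were 225 genes, of which 101 changed by more than 1.5-fold. If no gene changed and all samples were independent, 723 genes would be expected. Same-numbered samples deviated together, so fewer are expected in a fit that ignores the pairing. The other splits of the samples that part all 3 same-numbered pairs gave 101, 97 and 87 genes in this fit, counted after seeing the data. These splits are too few to settle whether chance explains the difference. With the replicate number as a block, 0 genes had an FDR under 0.05 and the smallest adjusted p was 0.19, while 2265 genes had an unadjusted p under 0.05, of which 262 changed by more than 1.5-fold. The correlation of same-numbered samples behind this pairing had a mean r of 0.53. In 2 other fits with the block, both chosen after seeing the data, genes passed an FDR of 0.05. These were limma voom on the recovered reads, with 1028 genes, of which 74 changed by more than 1.5-fold, and the test limited to genes with a mean of at least 5 FPKM, with 124 genes, of which 24 did. Of the alternatives set beforehand, the one that moved the count of genes most was limma without the trend on expression and with robust estimation, with 1 gene. The median standard deviation within pairs was 0.09 on the log2 scale, against 0.24 for the differences between replicate numbers. In simulated data with such differences between replicate numbers, a further spread of 0.15 between samples on the log2 scale and 200 genes changed by 2-fold or 4-fold, the same test without the block called 27.5% of the changed genes and with the block 76.0%.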

Bioinformatic analysis shows that most of the enriched disease ontology (DO) catalogs and signaling pathways are suppressed upon Prp19 depletion. 

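The gene sets of the disease ontology and of KEGG were not used here, and the direction of the changes was counted over single genes. Of the 225 genes with an unadjusted p under 0.05 by limma, 137 were lower and 88 higher with siPrp19. With the replicate number as a block, 1268 of the 2265 genes at this level were lower and 997 higher, and of the 262 that also changed by more than 1.5-fold, 161 were lower and 101 higher. None of these genes had an FDR under 0.05 in either fit. The median log2 fold change over all 14462 genes was −0.0040. The scaling of the values keeps this median near 0, so it does not bear on the direction of the changes. With FPKM rescaled to TPM, 148 genes were lower and 78 higher without the block, and with quantile normalization 131 were lower and 99 higher. With no filter on low values the directions were nearly even, with 493 genes lower and 478 higher, and of those changed by more than 1.5-fold 394 were lower and 402 higher. Without siNC replicate 1, 82 genes were lower and 90 higher, though each fit with a sample left out breaks a pair. Each other fit with a sample left out had more genes lower. The balance there ran from 99 against 87 without siNC replicate 2 to 104 against 35 without siPrp19 replicate 1. With a mean of at least 5 FPKM, 74 were lower and 28 higher. At an FDR under 0.05, voom with the block gave 630 lower and 398 higher, and the block with a mean of at least 5 FPKM 90 and 34. These last fits were chosen after seeing the data.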

DO semantic and enrichment analysis reveal that the most highly enriched functional categories are related to cancer, including central nervous system cancer, autonomic nervous system neoplasm, and even neuroblastoma (adj. *p* < 0.05; Figure 4B and Supplementary Figure 2B). Results from KEGG analysis identified the Hippo-YAP pathway (Figure 4C and Supplementary Figure 2C), which has been shown to regulate multiple biological processes in various cancers but has not been indicated as downstream signaling pathway of Prp19. 

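The KEGG list of the Hippo pathway was not used here. In its place stood a list of 29 core components of the pathway, among them the kinases STK3, STK4, LATS1 and LATS2, the TEAD transcription factors, YAP1 and WWTR1, of which 25 had a mean of at least 1 FPKM. The log2 fold change with siPrp19 was below 0 for 17 of these 25 genes, and its median was −0.09. By limma's camera test, the list was shifted downward relative to the other genes with an adjusted p of 0.0148 over the 4 gene lists tested, and with the replicate number as a block with an adjusted p of 0.0214 (mean r of same-numbered samples 0.53). The median lay at percentile 0.54 among those of 10000 random lists of 25 genes with similar mean expression. For single genes, 0 of the 25 had an FDR under 0.05 when adjusted over the list alone, and 4 with the block, while 0 did over all genes tested in either fit. Without the block, the shift did not pass an adjusted p of 0.05 with the correlation between genes estimated from the data (0.311) or in limma's rotation test (0.568). With the block, in tests added after seeing the data, these values were 0.386 and 0.0822. Without siNC replicate 2 the median was 0.03, in a fit without the block that left siPrp19 replicate 2 with no partner.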

YAP, the key component of the Hippo-YAP signaling pathway, was significantly downregulated at both the mRNA and protein levels in cells silenced for Prp19 (Figures 4D,F) and was decreased in both the cytoplasm and nucleus (Supplementary Figure 3). Furthermore, the downstream genes of the Hippo-YAP pathway, including *CTGF* and *CCND1*, were also significantly decreased with Prp19 knockdown (Figure 4E and Supplementary Figure 2D). In addition, the protein levels of YAP, CTGF, and cyclin D1 were also decreased or increased upon Prp19 downregulation or overexpression, respectively (Figure 4F). 

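CTGF, listed under its present symbol CCN2 (ENSG00000118523), had 4.40 ± 2.57 FPKM (SD, n = 3) with siNC and 2.23 ± 1.38 FPKM (SD, n = 3) with siPrp19. Its log2 fold change was −0.91 (standard error 0.70, adjusted p = 0.9999 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block, the standard error was 0.16 and the adjusted p was 0.196. CTGF was lower with siPrp19 in 3 of 3 same-numbered pairs, but the groups overlapped, and an exact two-sided permutation test gave p = 0.30, where 3 samples against 3 cannot give less than 0.10. CCND1 (ENSG00000110092), the gene of cyclin D1, had 214.6 ± 74.9 FPKM (SD, n = 3) with siNC and 170.8 ± 83.7 FPKM (SD, n = 3) with siPrp19. Its log2 fold change was −0.38 (standard error 0.38, adjusted p = 0.9999 from limma), and with the block the standard error was 0.08 and the adjusted p was 0.202. CCND1 was also lower in 3 of 3 pairs, with p = 0.50 in the exact two-sided permutation test. Over all genes, same-numbered samples deviated together with a mean r of 0.53, which the permutation test does not use. In limma voom on the recovered reads with the block, chosen after seeing the data, the adjusted p was 8.3e-05 for CTGF and 2.08e-05 for CCND1. The other fits with the block gave 0.169 to 0.327 for CTGF and 0.0507 to 0.340 for CCND1. Replicate 3 had the lowest CTGF and the highest CCND1 in each group. With each sample left out in turn, the log2 fold change ranged from −1.57 to −0.35 for CTGF and from −0.75 to −0.10 for CCND1.

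**Figure D1:**
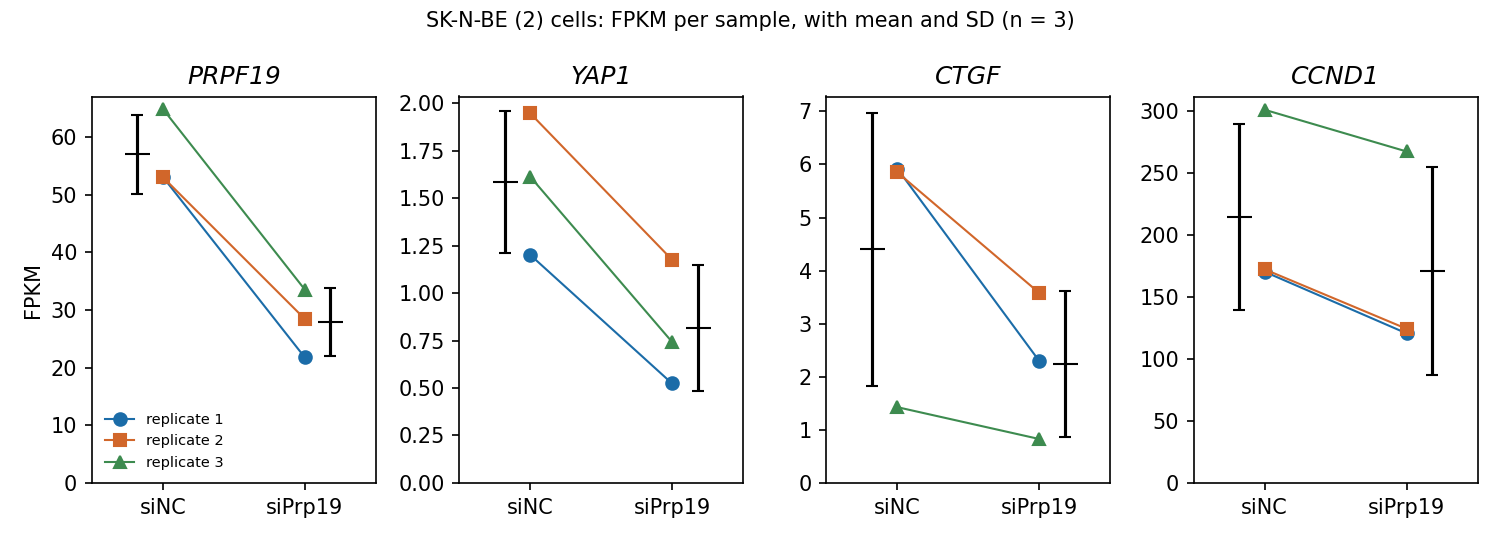
FPKM (vertical axis, starting at 0) of PRPF19, YAP1, CTGF and CCND1 in each siNC and siPrp19 sample of SK-N-BE (2) cells, with lines joining samples with the same replicate number and black bars for the mean and SD (n = 3). Each of the 4 genes was lower with siPrp19 in 3 of 3 pairs, while replicate 3 of CTGF stood below and replicate 3 of CCND1 above the other replicates in both groups.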

Together these data, thus, suggest that Prp19 may be involved in regulating the Hippo-YAP pathway by regulating YAP level.

**Figure 4:**
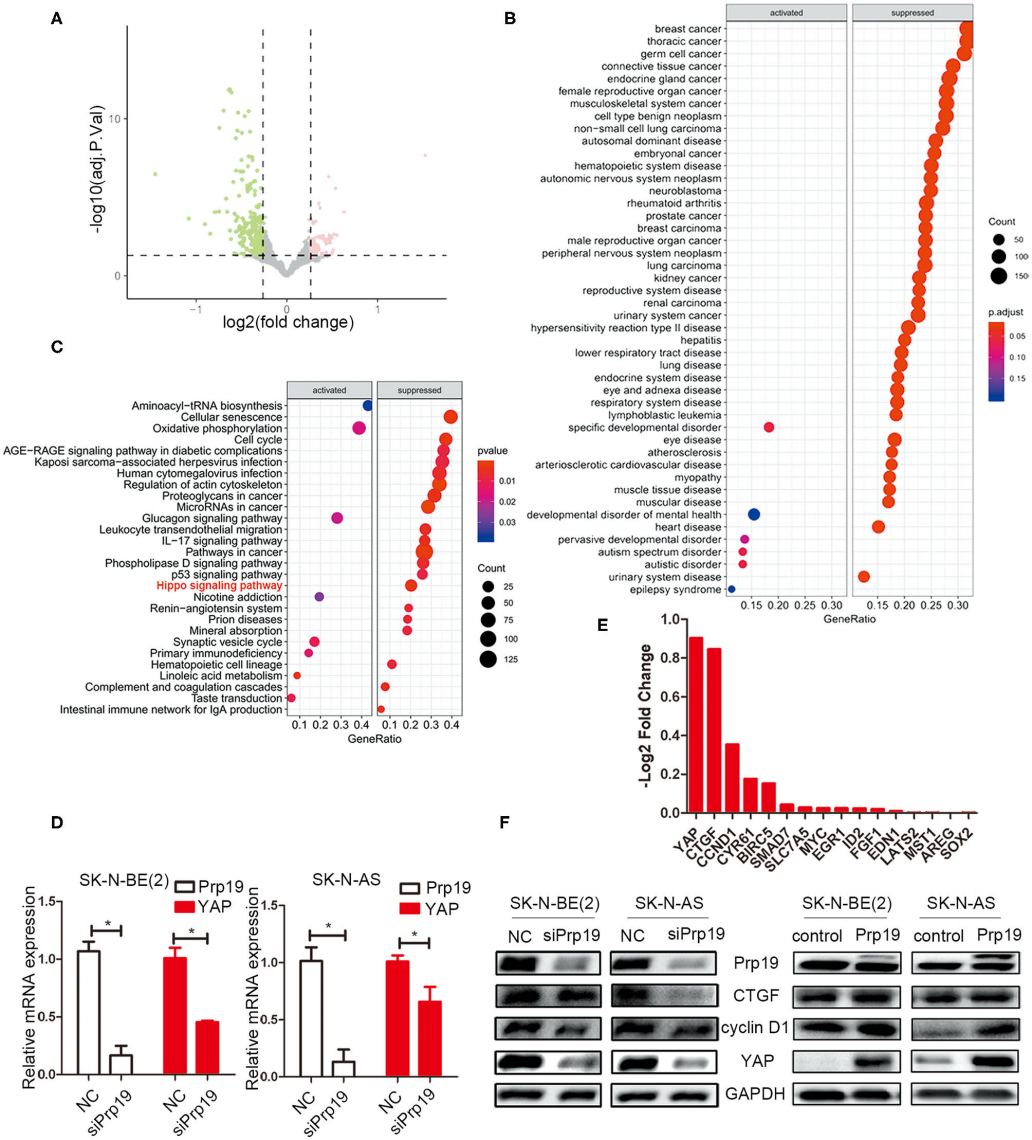
Bioinformatics analysis of RNA-seq data. SK-N-BE (2) cells were transfected with siPrp19 for 48 h, and then subjected to RNA sequencing. **(A)** Volcano plot showing distribution of differential expression genes Prp19 downregulation (|Fold of changes| >1.5, FDR <0.05). **(B)** Disease ontology (DO) analysis enriched the affected diseases after Prp19 knockdown, which were mainly concentrated in nervous system cancer. **(C)** KEGG enriched the affected pathways after Prp19 knockdown, indicating that the Hippo signaling pathway was suppressed. **(D)** PCR analyzed the YAP mRNA level after Prp19 knockdown in SK-N-BE (2) and SK-N-AS. **(E)** RNA-seq analyzed the mRNA level of YAP and its downstream genes after Prp19 knockdown. It indicated that YAP and its downstream genes decreased following Prp19 downregulation. **(F)** The protein level of YAP, cyclin D1, and CTGF after downregulation or overexpression of Prp19. *p < 0.05.

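Of the 15 downstream genes that Figure 4E lists beside YAP, 10 had a mean of at least 1 FPKM, and 9 of these 10 had a log2 fold change below 0. The median was −0.23, at percentile 0.01 among those of 10000 random lists of 10 genes with similar mean expression. By limma's camera test the list had an adjusted p of 0.0537 over the 4 gene lists tested, and with the replicate number as a block an adjusted p of 0.00295 (mean r of same-numbered samples 0.53). When adjusted over the 10 genes alone, 0 genes had an FDR under 0.05, and 3 with the block. Apart from CTGF and CCND1, the log2 fold changes ranged from −0.37 for MYC to 0.05 for SOX2. Without the block, they were smaller than their standard errors for each of these genes but BIRC5 (−0.20, standard error 0.13). With the block, only those of SLC7A5 and SOX2 were smaller than their standard errors. The adjusted p of these genes with the block ranged from 0.217 for BIRC5 to 0.930 for SOX2. BIRC5 was lower in 3 of 3 pairs, as were CYR61 (−0.28) and EGR1 (−0.26). MYC, ID2, SMAD7 and SLC7A5 were lower in 2 of 3 pairs and SOX2 in 1 of 3. FGF1, EDN1, LATS2, MST1 and AREG were below a mean of 1 FPKM and were tested only with no filter on low values, where each had an adjusted p of 0.9989 by limma and the list of 15 genes, 14 of them lower, had a camera adjusted p of 0.0355. FGF1 had 0.694 ± 0.0697 FPKM (SD, n = 3) with siNC and 0.499 ± 0.188 FPKM (SD, n = 3) with siPrp19, and EDN1 had 0.662 ± 0.240 and 0.435 ± 0.170 FPKM (SD, n = 3 each). Both were lower in 3 of 3 pairs, but the groups overlapped (exact two-sided permutation p = 0.30 for each). AREG was listed at 0 in 2 of 3 samples of each group. STK4, the kinase also called MST1, had a log2 fold change of −0.14. With the correlation between genes estimated from the data, the adjusted p of the list was 0.311 without the block, and in limma's rotation test it was 0.568. The same tests with the block, added after seeing the data, gave 0.386 and 0.1996. Without siNC replicate 2, the median of the list was 0.07. This fit had no block and left siPrp19 replicate 2 with no partner, so differences between replicate numbers enter its fold changes.

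**Figure D2:**
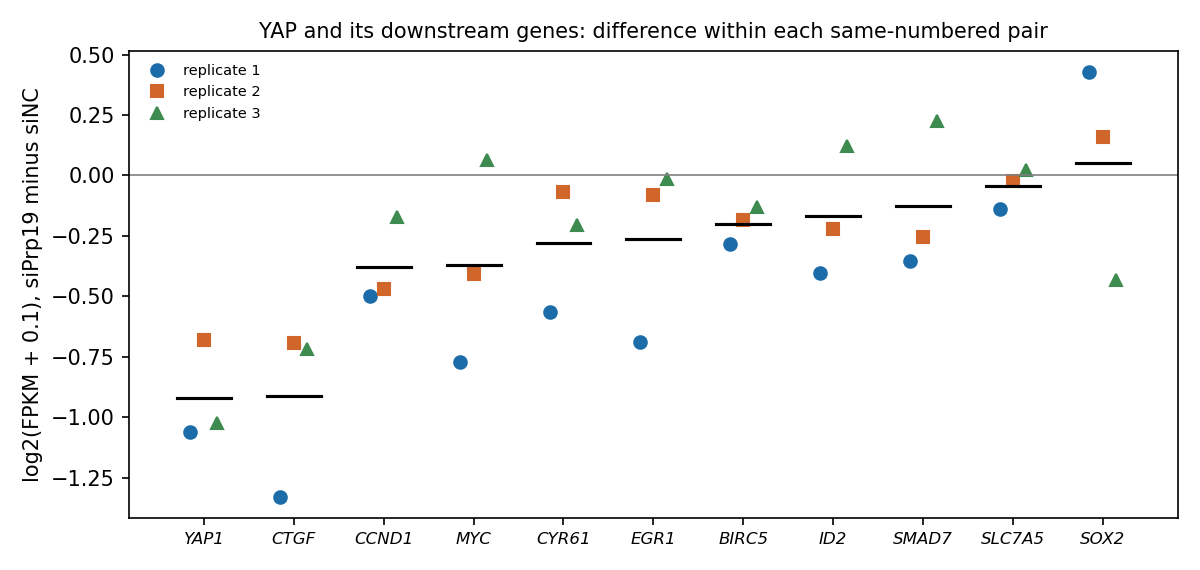
Difference in log2(FPKM + 0.1) between the siPrp19 and the siNC sample of each same-numbered pair (vertical axis), for YAP1 and the 10 downstream genes with a mean of at least 1 FPKM. Points are the 3 pairs and black lines their means, and the means are below 0 for YAP1 and 9 of the 10 downstream genes.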

### Effect of Deletion of YAP on Cell Invasion and Migration

To examine whether Prp19 affects invasion and migration of neuroblastoma cells via the Hippo-YAP pathway, we first examined whether silencing YAP resulted in similar changes of invasion and migration of neuroblastoma cells as with Prp19 silencing. As a result, as we expected, invasion and migration abilities were impaired in YAP downregulated cells (Figures 5A,B). YAP knockdown was also accompanied with upregulation of E-cadherin and downregulation of MMP9 (Figure 5C). Expressions of downstream target genes of YAP were also downregulated after YAP knockdown, but Prp19 expression was not affected (Figure 5D). These results demonstrate that YAP knockdown causes almost same changes as Prp19 knockdown, implying that Prp19 may affect cell invasion and migration by regulating YAP expression.

**Figure 5:**
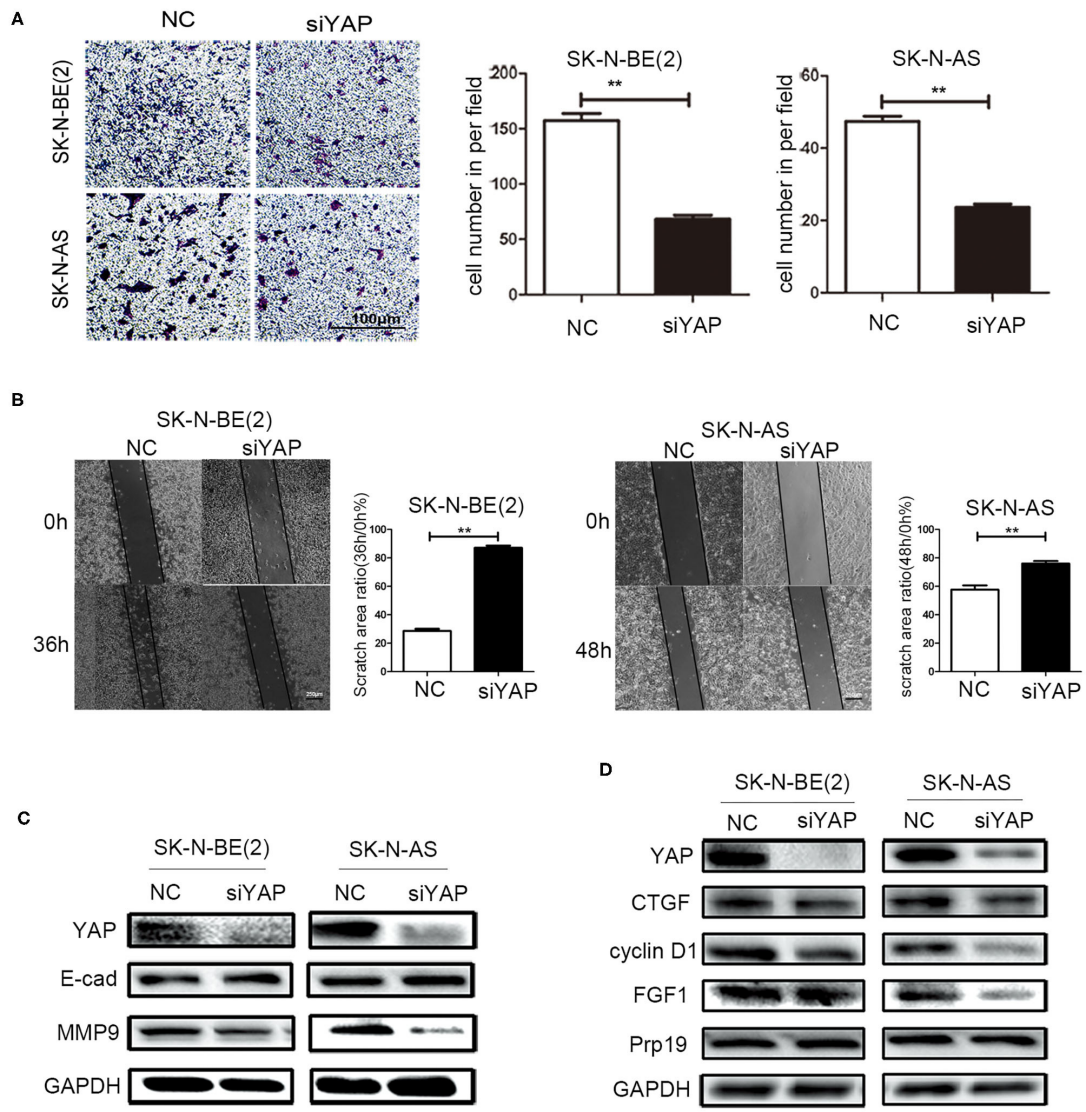
Effects of YAP on cell biological behavior of neuroblastoma cells. **(A)** Transwell array tested the invasive ability of SK-N-BE (2) and SK-N-AS between siYAP and siNC, and the number of cells crossing the bottom of the chamber were analyzed by GraphPad Prism 5. Scale bar: 100 μm *p* = 0.0079, respectively. **(B)** The cell migration ability was estimated using the wound-healing assay after YAP downregulation. The images were captured at the time shown on the graph after wounding (magnification: 50×; scale bar: 250 μm) *p* = 0.0022, respectively. **(C)** WB tested the expression of YAP, E-cad, and MMP9 after downregulation of YAP. **(D)** WB tested the expression of YAP, CTGF, cyclin D1, FGF1, and Prp19 after downregulation of YAP. *p < 0.05 and **p < 0.01.

### Prp19 and YAP Are Involved in Neuroblastoma Metastasis

Because the enhancement of invasion and migration ability is closely related to metastasis, we speculated that Prp19 may play a role in tumor metastasis. Four pairs of neuroblastoma *in situ* tumor and metastatic lymph node tissues for the IHC experiment were collected. Among the 4 pairs of samples, Prp19 and YAP expression in two lymph node samples were higher than their corresponding tissues (Figure 6). The other 2 pairs of samples had received chemotherapy before we obtained them, so they did not show consistent results (data not shown). This result demonstrated Prp19 and YAP participate in tumor metastasis.

**Figure 6:**
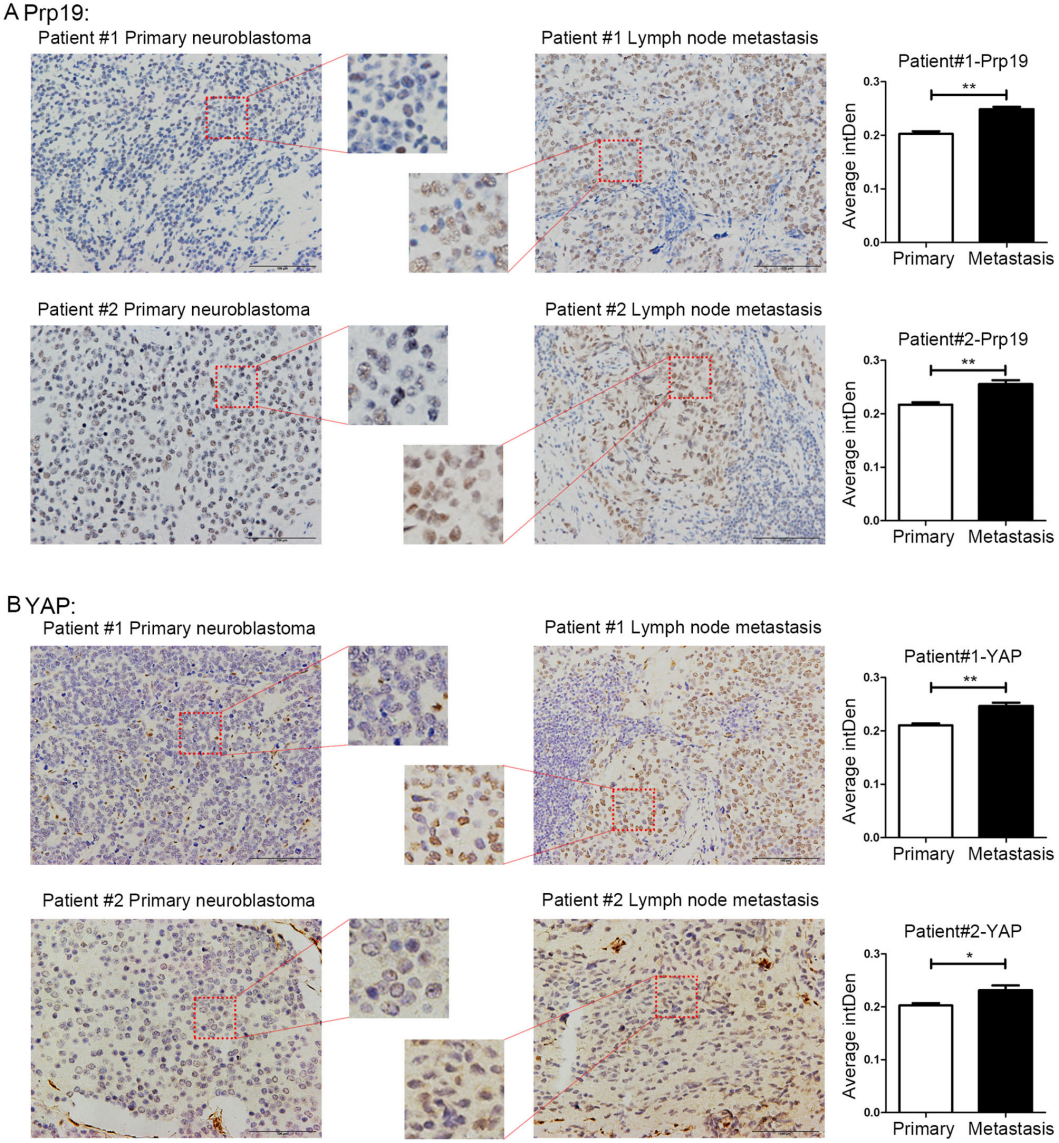
Expression of Prp19 and YAP are higher in metastatic lymph nodes than primary sites. **(A)** The expression of Prp19 in metastatic lymph nodes of patients 1 and 2 is higher than that in primary tumor. **(B)** The expression of Prp19 in metastatic lymph nodes of patients 1 and 2 is higher than that in primary tumor. The average intDen in each group was analyzed by Mann-Whitney *U*-test (*n* = 6 per group). *p < 0.05 and **p < 0.01.

### Prp19 Is Required for Efficient RNA Processing of YAP mRNA

Previous studies establish a critical role for Prp19 in regulating pre-RNA splicing. Our results show that Prp19 affects YAP gene levels, and we, therefore, examined the possibility that downregulation of YAP expression after Prp19 knockdown might be due to inefficient pre-mRNA splicing. To explore this possibility, we designed a series of PCR primer pairs targeting two neighboring constitutive exons or the interior of a single intron of the YAP gene as shown in Figure 7A. PCR agarose gel electrophoresis analyses found YAP intron retention (YAP-2 and YAP-4) and mature mRNA reduction (YAP-1 and YAP-3) in SK-N-BE (2) and SK-N-AS cells upon Prp19 knockdown, and opposite changes were found in Prp19 overexpression cells in addition to YAP-4 (Figure 7B). We verified the results with qPCR and obtained similar results. The relative RNA levels of YAP-1 and YAP-3, representing mature YAP RNA levels, decreased, and YAP-2 and YAP-4, representing immature YAP RNA levels, increased in Prp19 knockdown cells. In Prp19 overexpression cells, the relative RNA levels of YAP-1 and YAP-3 increased, and relative RNA levels of YAP-2 decreased while the relative RNA level of YAP-4 was unaffected (Figure 7C). These results demonstrated that Prp19 mediated YAP RNA splicing to regulate YAP abundance.

**Figure 7:**
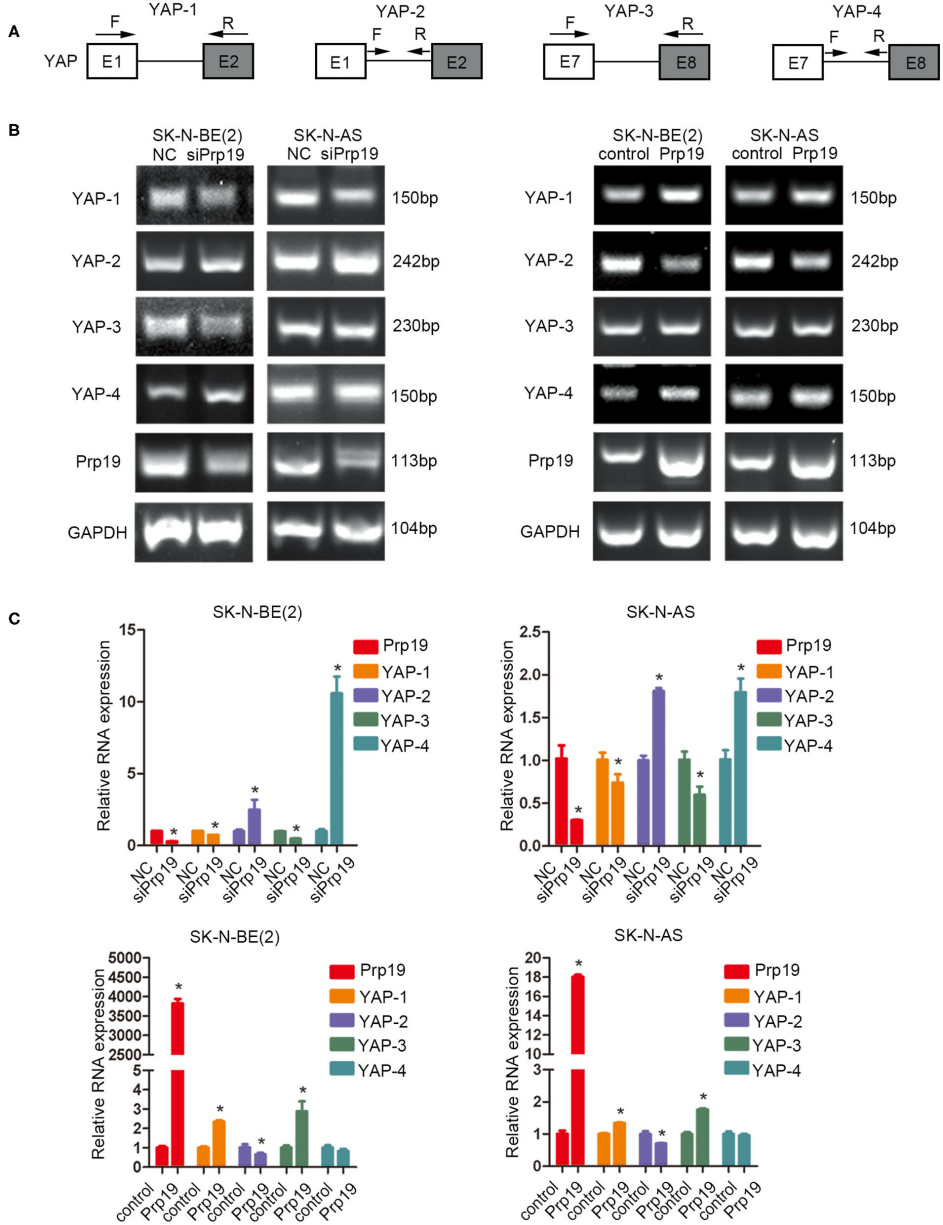
Prp19 is required for efficient intron removal of YAP. **(A)** A schematic diagram of exons and introns of the YAP gene and the primer sets designed for PCR as well as the RT-PCR shown in **(B,C)**. **(B)** PCR analysis using primer sets shown in **(A)** to compare splicing efficiencies of YAP introns splicing in Prp19 siRNA-transfected and Prp19 overexpression cells. **(C)** qPCR analysis using primer sets shown in **(A)** to compare splicing efficiencies of YAP introns splicing in Prp19 siRNA-transfected and Prp19 overexpression cells. *p < 0.05.

## Discussion

The International Neuroblastoma Pathology Classification (INPC) divides neuroblastoma into four subtypes: neuroblastoma, ganglioneuroblastoma-nodular (GNB-N), ganglioneuroblastoma-intermixed (GNB-I), and ganglioneuroma (GN) (24). Both GNB-I and GN have favorable clinical and biological characteristics, and the long-term survival rate exceeds 90% while neuroblastoma and GNB-N have relatively malignant clinical and biological characteristics with a long-term survival rate <80% (25). A recent study even indicated that GNB-I and GN patients only need regular follow-up rather than surgery first (26). Furthermore, in the current risk classification system, most GNB-I and GN are classified as low risk, whereas most neuroblastoma and GNB-N are classified as intermediate or high risk, which always accompany long-distance metastasis (3). Therefore, there may exist a different biological molecular distribution between neuroblastoma/GNB-N and GNB-I/GN that drive neuroblastoma/GNB-N possessing malignant biological behavior, for example, metastasis. In recent years, several studies have pointed out that molecular markers, for example, gene expression classification, can accurately affect the biological behavior, predicting outcomes for children with neuroblastoma (27–30). Revealing the molecular mechanisms of high-risk neuroblastoma may provide clues for target therapy, thereby improving the prognosis of children with high-risk neuroblastoma.

Our study reveals differential expression of Prp19 in different pathological types with higher Prp19 expression in neuroblastoma and GNB-N compared with GNB-I. This is consistent with several studies that show higher Prp19 expression in colon, laryngeal, and hepatocellular carcinoma tissues compared with normal tissues (13). In the SEQC and NRC databases, Prp19 expression was positively correlated with bone marrow metastasis, histological type, Shimada pathologic type and risk grade, age at diagnosis and clinical stage, and overexpression of Prp19 had a worse OS and EFS, which was also consistent with a previous study (13, 14). These data suggest that Prp19 may be one of the factors that results in differences in tumor biological behavior and prognosis in neuroblastoma patients.

The malignant biological behavior of tumors usually includes uncontrolled proliferation, metastasis, and multidrug resistance. In our clinical data, we noticed that Prp19 expression was positively correlated with bone marrow metastasis. Therefore, metastasis may be one of the factors by which Prp19 causes poor prognosis of neuroblastoma. EMT has been associated with various tumor functions, including tumor initiation, tumor stemness, tumor cell migration, intravasation to the blood, metastasis, and resistance to therapy (31, 32). The characteristic of EMT is the cell conversion from the epithelial-like profile (marked with E-cadherin and β-catenin) to the mesenchymal phenotype (marked with N-cadherin and MMP9) concomitant with the detachment of cells from intercellular adhesion and enhanced motility (32). A few studies have examined the involvement of Prp19 in EMT and metastasis of cancer. There is only one study showing that Prp19 promotes invasion, migration, and EMT in hepatocellular carcinoma cells (13). Here, we also found that downregulation of Prp19 inhibited invasion and migration of neuroblastoma cells and reversed EMT with an upregulation of E-cadherin and downregulation of MMP9, and overexpression of Prp19 had the opposite results. Abnormal activation of EMT not only results in the increased invasion and migration of cancer cells, but also triggers distant metastasis in diverse cancers (33, 34). Collectively, our findings identify the role of Prp19 in promoting cell invasion, migration, and EMT in neuroblastoma, and this means that Prp19 has the potential to promote tumor metastasis.

Given the pleiotropic changes observed in Prp19 knockdown cells, we hypothesized that Prp19 might take part in the regulation of certain genes, thereby regulating the expression of multiple genes. In order to seek a downstream target or pathway of Prp19, RNA-seq analysis was performed on neuroblastoma cells transiently transfected with Prp19 siRNA. Among the downregulated genes, it is noteworthy that the YAP gene changed by more than 0.9-log2fold when Prp19 was lowered by 1.0-log2fold. 

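In the RNA-seq of SK-N-BE (2) cells, the log2 fold change of PRPF19 was −1.04 (standard error 0.19, adjusted p = 0.9999 from limma with Benjamini-Hochberg adjustment), and with the replicate number as a block the standard error was 0.09 and the adjusted p was 0.19. The exact two-sided permutation test of the 3 against 3 samples gave p = 0.10, the smallest it allows. YAP1 had 1.202, 1.948 and 1.614 FPKM in siNC replicates 1, 2 and 3 and 0.524, 1.176 and 0.743 FPKM in the siPrp19 replicates, from 165, 216 and 201 reads and 75, 154 and 116 reads. Its mean was 1.59 ± 0.374 FPKM (SD, n = 3) with siNC and 0.815 ± 0.332 FPKM (SD, n = 3) with siPrp19. The log2 fold change of YAP1 was −0.92 (standard error 0.37, adjusted p = 0.9999 from limma). With the block, the standard error was 0.21 and the adjusted p was 0.211 (mean r of same-numbered samples 0.53). In limma voom on the recovered reads with the block, chosen after seeing the data, the adjusted p was 5.94e-05 for YAP1 and 2e-12 for PRPF19. The other fits with the block gave YAP1 an adjusted p of 0.191 to 0.327. Every siPrp19 sample had less YAP1 than every siNC sample, with p = 0.10 in the exact two-sided permutation test, the smallest 3 against 3 samples allow. With a pseudocount of 1 in place of 0.1, the log2 fold change of YAP1 was −0.52, and with each sample left out in turn it ranged from −1.19 to −0.68. The pseudogene YAP1P1, with which YAP1 shares sequence, had at most 0.0726 FPKM in any sample. The 3′UTR of YAP1 holds 1 match, GATTTGG, to positions 2 to 8 of the guide strand of the first Prp19 siRNA, counted from its 5′ end. Of 839 tested genes with a 3′UTR of 3000 to 4000 bases, 23.7% hold this match, and the median log2 fold change of all genes that hold it, relative to genes that do not, lay at percentile 56.7 among comparable 7-base words. From its RNA-seq, PCR and western blot data together (Figure 4), the paper proposes that Prp19 may take part in regulating the Hippo-YAP pathway through the level of YAP.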

To the best of our knowledge, this is the first report suggesting that Prp19 may regulate the Hippo-YAP pathway in neuroblastoma cells. The Hippo-YAP pathway is a highly conserved signaling pathway regulating the regulation of organ size, cell proliferation, invasion, and apoptosis (17, 35). Many studies have shown that YAP, one of the key downstream terminal effectors of the Hippo pathway (36), promotes proliferation and metastasis of cancer cells (18, 37–39), and can also be regulated by other protein (21). Further analysis of changes in disease types and cellular pathways associated with downregulation of Prp19 found that the most highly enriched functional categories were related to cancer and that the Hippo-YAP pathway was inhibited. Results also imply that many protein and mRNA expressions were downregulated downstream of YAP. In addition, silencing YAP led to decreased invasive and migratory ability and reversal of EMT in neuroblastoma cells, similar to the effects of siPrp19. These results indicate that Prp19 might mediate tumor cell invasion and migration by regulating YAP.

The above results suggest that both Prp19 and YAP have the potential to promote tumor metastasis because they can promote tumor migration, invasion, and EMT transformation. Recent literature also has shown that YAP can promote tumor metastasis to lymph nodes and is highly expressed in metastatic lymph nodes (18). On this basis, our results reveal that the expression of Prp19 and YAP in neuroblastoma metastatic lymph nodes is significantly higher than that in *in situ* tumors. From the above results, we can see that Prp19 can affect the expression of YAP, but not the opposite. Therefore, it can be speculated that Prp19 promotes YAP expression and further promotes lymph node metastasis of the tumor though further experiments need to be done to verify.

The next point is how Prp19 regulates YAP expression. As far as we know, the best-described function of Prp19 is its role in splicing (40–42), a critical step in gene expression that involves the removal of introns with specificity and precision. As a pivotal step in eukaryotic gene regulation, splicing enables excision of introns from pre-mRNA and the generation of protein-coding transcripts, which takes place on the spliceosome, a dynamic macromolecular complex. Prp19 associates with the spliceosome concomitantly with or immediately after dissociation of U4, finally leading to spliceosomal activation and pre-mRNA splicing (8). We designed a series of PCR primer pairs targeting two neighboring constitutive exons, reflecting the mature mRNA, and the interior of a single intron of the YAP gene, reflecting the immature pre-mRNA. Results show that the mature mRNA of YAP is decreased with the decrease of Prp19 and increased with the increase of Prp19 except for YAP-4 in the Prp19 overexpression group. As for the YAP-4 group, it may be hypothesized that once Prp19 is overexpressed, the expression of YAP increased dramatically, so there was also a higher immature pre-mRNA of YAP. Taken together, these findings demonstrate that Prp19 controls YAP abundance by coordinated regulation of RNA splicing.

In conclusion, our study showed that Prp19 is positively correlated with various adverse clinical pathological parameters and could serve as a potential prognostic marker indicating a poor clinical prognosis in neuroblastoma. Moreover, Prp19 promotes metastasis of neuroblastoma cells through controlling the level of YAP by RNA splicing.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found in Bioproject GSE153398 and GSE153432.

## Ethics Statement

The studies involving human participants were reviewed and approved by Ethics Committee of Xin Hua Hospital Affiliated to Shanghai Jiao Tong University School of Medicine. Written informed consent to participate in this study was provided by the participants' legal guardian/next of kin.

## Author Contributions

YC carried out the studies, participated in the study design, statistical analysis, and drafted the manuscript. KC performed cell culture and participated in all *in vitro* experiments. KC, CC, and QC performed proteomics analysis and analyzed the RNA-Seq data. YX and GX participated in the histological examination of tissue samples and shRNA interference assay. ZW and YW conceived the study, participated in its design and coordination, and helped to draft the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Prp19 Is an Independent Prognostic Marker and Promotes Neuroblastoma Metastasis by Regulating the Hippo-YAP Signaling Pathway
**Source:** Front Oncol. 2020 Nov 2;10:575366. doi: 10.3389/fonc.2020.575366
**Supplement:** Supplementary file 1

**Supplementary Material**

1. **Supplementary Figures and Tables**

**1.1 Supplementary Figures**

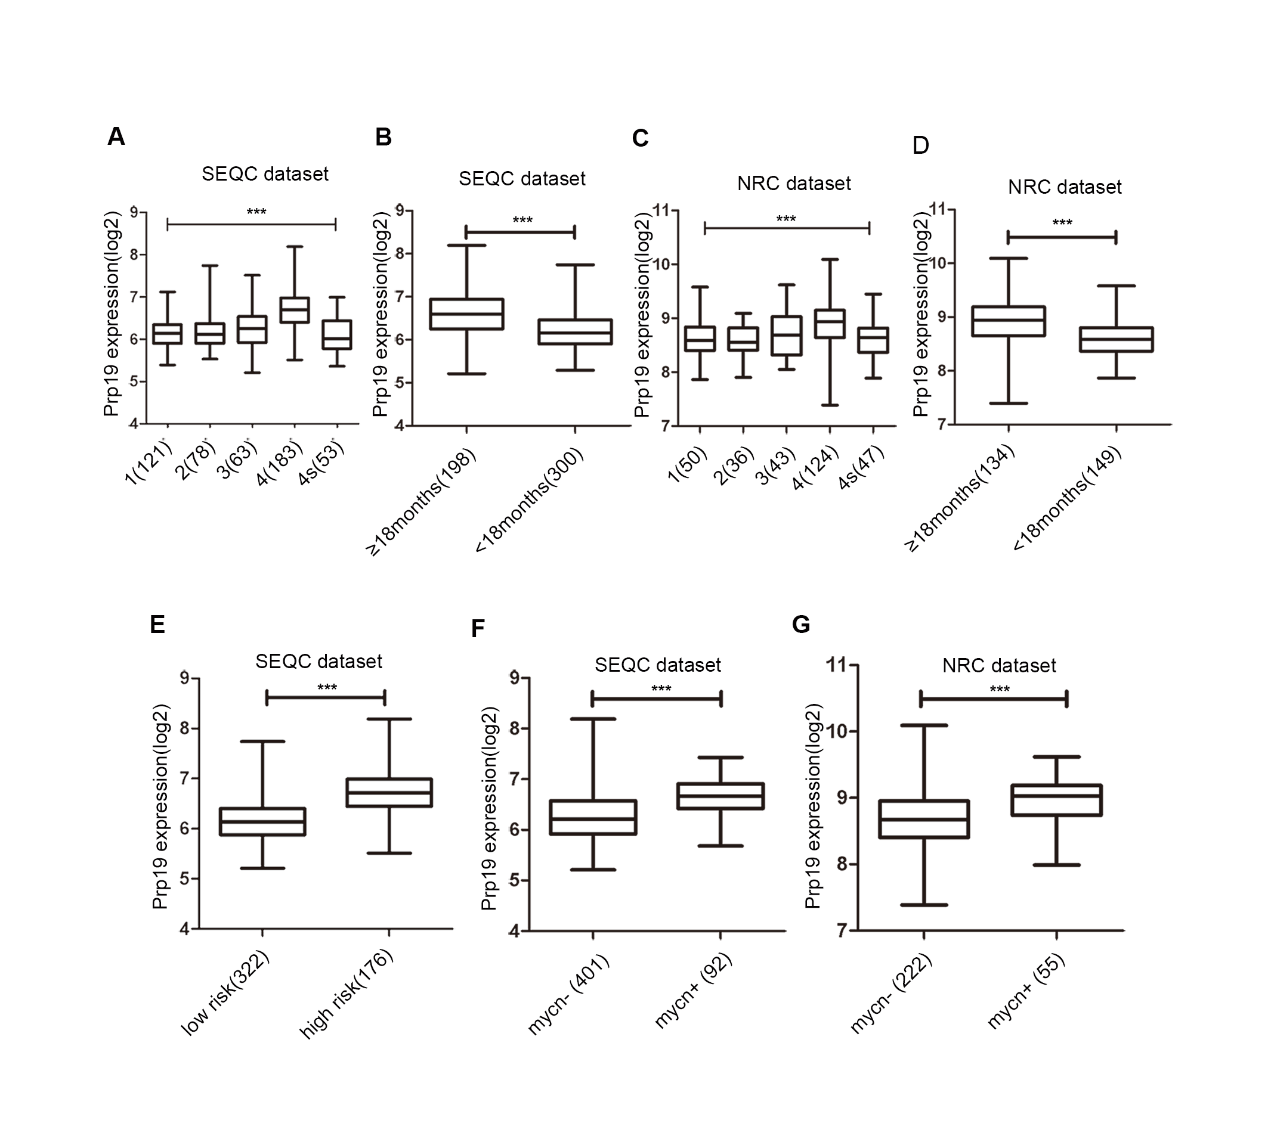

**Supplementary Fi****gure 1.** Relationship between Prp19 and clinical information in the SEQC and NRC neuroblastoma databases. **(A,C)** In dataset SEQC and NRC, box plots of Prp19 expression in different clinical stages (1-4 and 4s). **(B,D)** In dataset SEQC and

NRC, age at diagnosis more than 18 months have higher Prp19 expression. **(E)** Box plot of Prp19 expression between high-risk and low-risk groups in SEQC. **(F,G)** In dataset SEQC and NRC, box plots of differential expression of Prp19 between *mycn*

amplified and non-amplified. * *p* < 0.05, ** *p*< 0.01 and ****p* < 0.001.

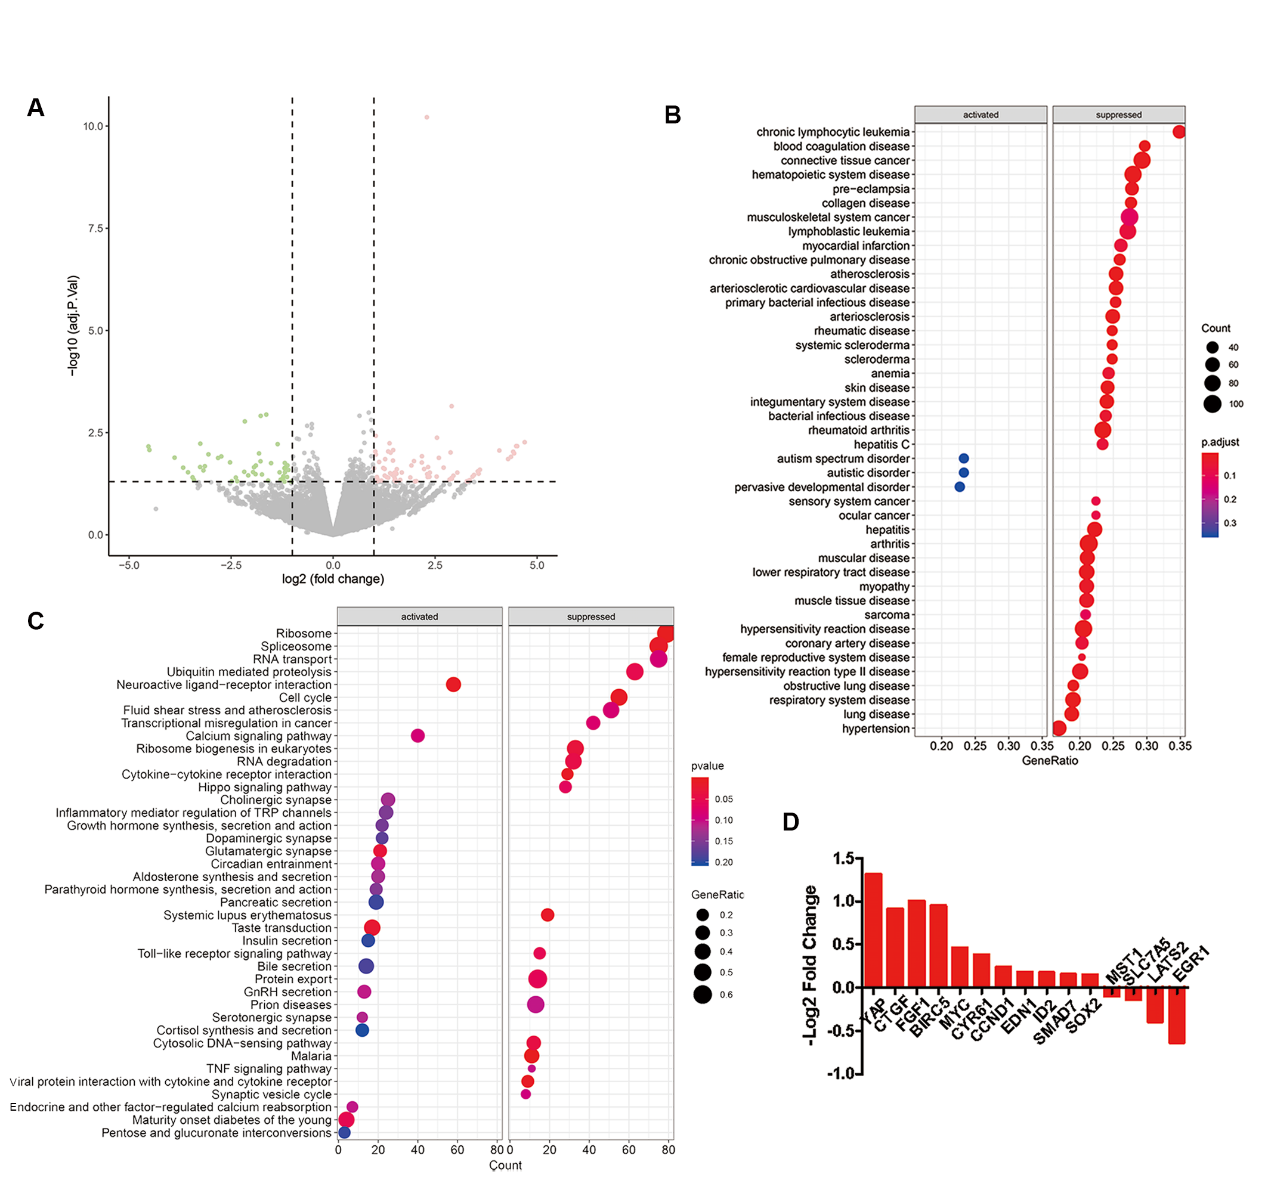

**Supplementary Figure 2.** Bioinformatics analysis of RNA-seq data.SK-N-AS cell were transfected with siPrp19 for 48h, and then subjected to RNA sequencing. **(A)** Volcano plot showed distribution of differential genes after absence of Prp19((|Fold of changes|>1.5, FDR<0.05). **(B)** Disease Ontology (DO) analysis enriched the affected diseases after Prp19 knockdown. **(C)** Kyoto Encyclopedia of Genes and Genomes (KEGG) enriched the affected pathways after Prp19 knockdown, and it indicated that the Hippo signaling pathway was suppressed. **(D)** RNA-seq analysed the mRNA level of YAP and its downstream genes after Prp19 knockdown. It indicated that YAP and almost its downstream genes decreased following Prp19 down regulation.

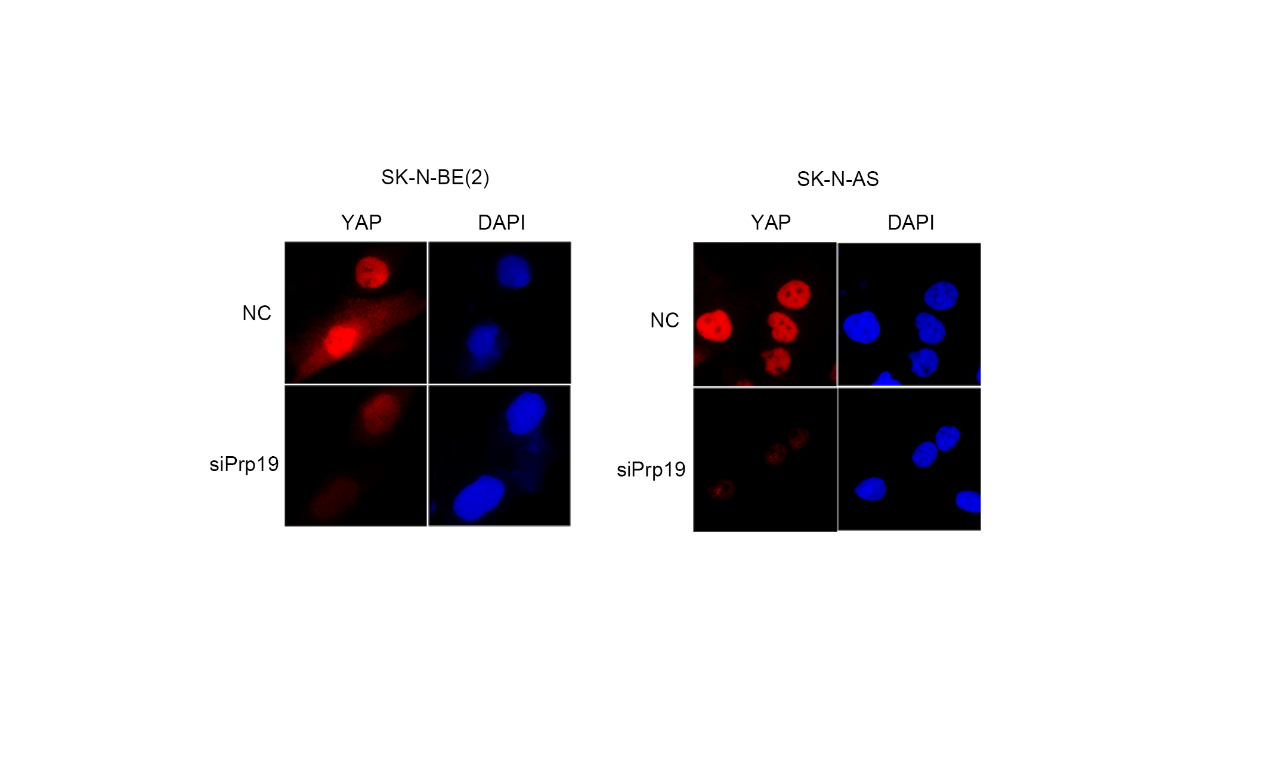

**Supplementary Figure 3.** Prp19 knockdown causes YAP decrease. SK-N-BE (2) and SK-N-AS cells were transfected with siPrp19 for 48h, then cells were immunostained with YAP antibody together with DAPI. Prp19 knockdown caused YAP decrease both in cytoplasm and nucleus.

- 1. **Supplementary Tables**

Supplemental Table 1 Correlation analysis between clinical characteristics and expression of Prp19 in the NRC dataset

| **Covariates** | **Total** | **Prp19** | | | ***χ²*** | | ***P*** |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **high** | **low** | |  | |  |
| **Age at diagnosis** |  |  |  |  | |  | |
| ≥18months  ＜18months | 134  149 | 62  23 | 72  162 | 31.916 | | ＜0.001 | |
| **Clinical stages** |  |  |  |  | |  | |
| Ⅰ-Ⅱ Ⅳ-S | 113 | 16 | 97 |  | |  | |
| Ⅲ-Ⅳ | 167 | 69 | 98 | 23.512 | | ＜0.001 | |
| ***MYCN* state** |  |  |  |  | |  | |
| Amplification | 55 | 33 | 22 |  | |  | |
| Non-amplification | 222 | 50 | 172 | 29.502 | | ＜0.001 | |

Supplemental Table 2 Univariate analyses in the SEQC dataset

| Covariates | | OS EFS | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | HR(95% CI) | | *P* | | | HR (95% CI) | *P* | |
| Prp19expression  (high vs low) | | 6.380(4.245-9.588) | | 0.0001 | 3.269(2.440-4.379) | | | ＜0.0001 |

Supplemental Table 3 Multivariable analyses in the SEQC dataset

Supplemental Table 4 Univariate analyses in the NRC dataset

| **Covariates** | | **OS EFS** | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | | | HR (95% CI) | | *P* | | HR (95% CI) | | *P* |
| Prp19 expression  (high vs low) | 4.268(2.689-6.733) | | | ＜0.0001 | | 2.624(1.652-4.166) | | ＜0.0001 | |

Supplemental Table 5 Multivariable analyses in the NRC dataset

How the deposited data were processed for this re-analysis (not part of the article)

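RNA-seq of SK-N-BE (2) cells was available for 3 samples transfected with siNC and 3 samples transfected with siPrp19. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The authors transfected the cells, extracted RNA and had libraries prepared and sequenced by a service company. The authors deposited 1 table per sample with an FPKM value for each of 58302 Ensembl genes. The aligner, the counting tool, the genome build and the annotation behind the FPKM values are not named in the paper's text, which names DESeq2 for the authors' own test of differential expression. The SK-N-AS samples, the PCR, western blot and cell assays were not analysed here.

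The deposited FPKM values were compared with the exon lengths of GENCODE release 29, in which 58039 of the 58302 identifiers were found. For 56451 of these genes the value times the exon length was a whole multiple of 1 step per sample, the worth of 1 read, in all 6 samples. The 20626 genes listed at 0 in all 6 samples could not fail this check. The step was estimated in each sample from its low values. The reads on genes recovered in this way ranged from 19058793 to 21943963 with siNC (median 19175200) and from 22273063 to 24181824 with siPrp19 (median 22335030). For genes with many reads the spread between replicates, not the counting of reads, limits the precision, while YAP1 rests on 75 to 216 reads per sample.

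FPKM values were scaled by median-of-ratios factors, which were equal in all samples, and turned into log2(FPKM + 0.1). The 14462 genes with a mean of at least 1 FPKM over the 6 samples were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on expression), and p-values were adjusted by the Benjamini-Hochberg method. Adjusted p-values of single genes in the text are from this test. Counts were taken at an FDR under 0.05 alone, with a fold change over 1.5 as in the paper's results, and with a fold change over 1.2, near which the lines of Figure 4A stand. The main design had no block, since the paper's methods name none. The pairing of samples for the block comes from the replicate numbers 1, 2 and 3 in the sample labels. Gene lists were tested with limma's camera (inter-gene correlation 0.01), adjusted over the 4 lists set beforehand, and set against 10000 random lists matched on mean expression. Exact permutation tests were run in scipy 1.17.1 under Python 3.11.15. Other tables and plots were made with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

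The genes named were fixed by a rule: every gene that the paper measures in SK-N-BE (2) cells, MYCN, and the 5 genes that rose most and the 5 that fell most among those with an FDR under 0.05 and a fold change over 1.5, of which there were none. The gene lists, the rule and the alternatives were set before the data were examined, except where stated. The alternatives were a pseudocount of 1, no filter on low values, a mean of at least 5 FPKM, FPKM as deposited, TPM, quantile normalization, the replicate number as a block, a correction for GC content and gene length with and without the block, eBayes without trend and robust, and each sample left out in turn. Gene lists were also tested without the block with the correlation between genes estimated and with 9999 rotations. Chosen after seeing the data were limma voom on the recovered reads with and without the block, and the block together with a pseudocount of 1, with a mean of at least 5 FPKM, or without trend and robust, and, for gene lists, the block with the correlation between genes estimated or with rotations.

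The limma test was tested on simulated data for 14301 genes with the means, replicate differences and library sizes of these samples, in which 200 genes were changed. With a spread of 0.15 between libraries on the log2 scale, 55 of the 200 were called without the block, with 0 unchanged genes called, and 152 with the block, with 7 unchanged genes called. The simulation had a single setting of read dispersion, 0.01, so these shares may not hold for the data. The measure of siRNA seed matches was tested on shuffled fold changes, in which a decrease of 0.1 put on the matching genes came out as −0.0983. Sequences of siRNAs and primers were matched to the transcripts of GENCODE release 29 on GRCh38. A genome sequence and the gene lists of KEGG and the disease ontology were not used here.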

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

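In the main setting 0 genes passed the FDR of 0.05, with 225 genes at an unadjusted p under 0.05. Under the alternatives set before the data were examined, the count at an FDR under 0.05, alone or with a fold change over 1.5 or 1.2, was 0 in each setting but limma without trend and robust, where it was 1. That gene was MIR6889, named here after its values were seen. It is 59 bases long and rests on 3, 4 and 2 reads with siNC, and is listed at 0 in the siPrp19 samples. With the replicate number as a block the count was 0, with 2265 genes at an unadjusted p under 0.05, and with the block and the correction for GC content and length 0, with 2436 genes. FPKM as deposited could not move a result, since the scaling factors were equal in all samples, and shows no stability. Across the 6 fits that each left out one sample, the counts stayed at 0, from 0 to 0 genes.

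Of the settings chosen after seeing the data, limma voom on the recovered reads gave 0 genes without the block (192 at an unadjusted p under 0.05), and with the block 1028 genes at an FDR under 0.05, 634 with a fold change over 1.2 and 74 with a fold change over 1.5. The block with a mean of at least 5 FPKM gave 124, 122 and 24 genes. The block with a pseudocount of 1, and the block without trend and robust, gave 0 (2289 and 1968 genes at an unadjusted p under 0.05). Only in voom with the block were the log2 fold changes of YAP1 (−0.98), CTGF (−0.99) and CCND1 (−0.37) past an adjusted p of 0.05, and that of PRPF19 was so in voom with the block (−1.04) and in the block with a mean of at least 5 FPKM (−1.04). The cause was not tested.

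PRPF19, YAP1, CTGF and CCND1 were lower with siPrp19 in every setting in which they were tested. YAP1 and CTGF have a mean under 5 FPKM, so the filter at 5 FPKM gives no value for them. Across the 6 fits that each left out one sample, the log2 fold change ranged from −1.18 to −0.87 for PRPF19, from −1.19 to −0.68 for YAP1, from −1.57 to −0.35 for CTGF and from −0.75 to −0.10 for CCND1, and no adjusted p was under 0.05. The smallest adjusted p of YAP1 over the alternatives set beforehand was 0.194 and the largest 1. Fits without one sample break a pair, and several small changes reversed there: CYR61 ranged from −0.74 to 0.15, SMAD7 from −0.53 to 0.34, SLC7A5 from −0.18 to 0.10, MYC from −0.89 to 0.17, EGR1 from −1.16 to 0.55, ID2 from −0.46 to 0.15, SOX2 from −0.12 to 0.36 and MYCN from −0.063 to 0.237. SOX2 was also reversed, at −0.015, in voom with the block. Reads limit YAP1, with 75 to 216 reads per sample, more than PRPF19, with 1356 to 3517.

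The downstream genes of YAP in Figure 4E, with an adjusted p of 0.0537 in the main setting, were past 0.05 with a pseudocount of 1 (median −0.22, adjusted p 0.0352), no filter on low values (−0.20, 0.0355), the replicate block (−0.23, 0.00295), the correction for GC content and length (−0.25, 0.0213), both together (−0.25, 0.000477), voom without the block (−0.26, 0.0234) and with it (−0.20, 2.24e-06), and the block with a pseudocount of 1 (−0.22, 0.00168), with a mean of at least 5 FPKM (−0.20, 0.0151) or without trend and robust (−0.23, 0.00295). They did not pass with a mean of at least 5 FPKM (adjusted p 0.106), TPM (0.0512), quantile normalization (0.0565), the correlation between genes estimated (0.311 without the block, 0.386 with it) and rotation (0.568 without the block, 0.1996 with it). Over the alternatives set beforehand the adjusted p ranged from 0.000477 to 0.737. With one sample left out, the median ranged from −0.492 to 0.074, and the list passed without siNC replicate 1 (0.0261), siPrp19 replicate 2 (0.00479) or siNC replicate 3 (0.0347) and did not without siPrp19 replicate 1 (0.412), siNC replicate 2 (0.737) or siPrp19 replicate 3 (0.171). The core Hippo pathway genes did not pass 0.05 with a mean of at least 5 FPKM (−0.10, adjusted p 0.106), with this filter and the block (−0.10, 0.140), with the correlation between genes estimated (−0.094, 0.311 without the block and 0.386 with it) and by rotation (−0.094, 0.568 without the block and 0.0822 with it), and ranged from −0.172 to 0.033 with one sample left out, not passing without siPrp19 replicate 1 (0.158), siNC replicate 2 (0.348) or siPrp19 replicate 3 (0.159). The 22 target genes of YAP and TAZ did not pass with a mean of at least 5 FPKM (−0.16, 0.106), with this filter and the block (−0.16, 0.0641), with the correlation estimated (−0.198, 0.116 without the block and 0.234 with it) and by rotation (−0.198, 0.357 without the block and 0.0822 with it), and ranged from −0.26 to −0.17 with one sample left out, not passing without siNC replicate 2 (0.128) or siPrp19 replicate 3 (0.103). The Prp19 complex genes ranged from −0.05 to 0.11 in these fits. The estimated correlation and rotation with the block were chosen after seeing the data. The camera test does not use the trend of eBayes, so limma without trend could not move these 4 lists. The cause was not tested.

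The median difference of genes with a seed match, −0.03 in the main setting, was 0.0027 with the correction for GC content and length, with or without the block, 0.0016 for 3′UTRs of 500 to 3000 bases, and from −0.035 to −0.012 with one sample left out. The median difference of genes without introns ranged from −0.076 to 0.037 with one sample left out. Of the values of single genes other than PRPF19, YAP1, CTGF and CCND1 over all settings, 183 had the same direction and side of the threshold, 2 (CYR61 and BIRC5, in voom with the block) passed it and 19 reversed.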

Differences from the paper's values

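The paper states that more than 400 genes passed a fold change of 1.5 and an FDR of 0.05. In the FPKM of SK-N-BE (2) cells, limma gave 0 such genes, with 225 at an unadjusted p under 0.05, against the paper's 400. The paper's methods name DESeq2, which was not run here. Its sentence also refers to figures of both SK-N-BE (2) and SK-N-AS cells. The test, and possibly the cells, therefore differ from those behind the paper's count. None of the alternatives set before the data were examined closed the gap: they gave 0 genes each, but 1 with limma without trend and robust. In limma voom on the recovered reads with the replicate block, a setting chosen after seeing the values, 74 genes passed both of these thresholds. There, 634 genes passed an FDR of 0.05 with a fold change over 1.2, and 1028 an FDR of 0.05 alone. These last 2 counts exceed the paper's 400. The paper's results give its count at a fold change of 1.5, while its methods name an adjusted p under 0.05 alone. The lines of Figure 4A stand near a fold change of 1.2, so which threshold gave the paper's count is unclear.

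The paper states that CTGF and CCND1 were significantly decreased. Here both were lower in 3 of 3 pairs, with adjusted p of 0.9999 for each gene, and of 0.196 for CTGF and 0.202 for CCND1 with the replicate block. Limma voom on the recovered reads with the replicate block, a setting chosen after seeing the values, gave adjusted p of 8.3e-05 for CTGF and 2.08e-05 for CCND1, and of 2e-12 for PRPF19 and 5.94e-05 for YAP1. The block with a mean of at least 5 FPKM, also chosen after seeing the values, gave an adjusted p of 0.0176 for PRPF19.

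The paper states that the downstream genes of YAP decreased. Of the 15 genes in Figure 4E, SOX2 had a log2 fold change of 0.05, with 2 of 3 pairs higher with siPrp19. This was smaller than its standard error (0.31, and 0.21 with the replicate block). Its mean was 1.594 FPKM with siNC and 1.581 FPKM with siPrp19, so its direction is not settled.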

Other observations

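Chosen only after the result was seen were the tests of splits for counts at an unadjusted p, for voom and for gene lists, the test of the count against GC content and length, the mitochondrial shares, the 3 lists made for Figure 4C, the share of 3′UTRs of similar length to that of YAP1, and the estimated correlation and rotation with the block. The 6 samples can be split into 3 and 3 in 10 ways, of which 4, the real one included, part all 3 same-numbered pairs. The other 6 part only 1 pair and so set replicate numbers against each other, and were not used for comparison. As the real split gave 0 genes at an FDR under 0.05, with or without a fold change of 1.5 or 1.2, each of the 4 splits gives as many whatever the data, and the comparison says nothing about chance for these counts. With the replicate block, the real split gave 2265 genes at an unadjusted p under 0.05 and the other 3 splits 545, 397 and 295, so 1 of the 4 splits gave as many. In voom with the block, 1 of the 4 splits gave as many genes at an FDR under 0.05 (1028, against 0 in each of the others). In both fits the real split stood alone at the top, which is the strongest outcome that 4 splits allow, and 4 splits are too few for a share under 0.05, so this comparison cannot settle whether chance explains the counts. After the correction for GC content and length, the block fit gave 2436 genes at an unadjusted p under 0.05. GC content and length therefore do not account for this count. With a fold change over 1.2 as well, the count was 1098 before the correction and 968 after it, and over 1.5 it was 262 and 227. The other splits were not fitted with the correction.

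Replicate number set the samples apart more than siPrp19 did. Reads on mitochondrial genes made up 2.83%, 2.74% and 5.06% in siNC replicates 1, 2 and 3 and 2.97%, 3.09% and 5.39% in the siPrp19 replicates. The largest difference within a pair was 0.35 percentage points, against a range of 2.32 between replicate numbers. This is consistent with a culture or sequencing batch shared by same-numbered samples, which is a hypothesis, as the labels give no batch. No biological explanation of this pattern was tested, since the design gives none.

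A second list, of 22 target genes of YAP and TAZ that shares CTGF, CYR61 and LATS2 with Figure 4E, had 16 tested genes, of which 13 were lower, a median log2 fold change of −0.20, and a camera adjusted p of 0.00757, and of 0.000919 with the replicate block. With the correlation between genes estimated, the adjusted p was 0.116, and 0.234 with the block, and by rotation it was 0.357, and 0.0822 with the block. Its median lay at percentile 0 among 10000 random lists. Without the block, the camera p was as small in 1 of the 4 splits for this list, for the core Hippo pathway genes and for the genes of Figure 4E. This was the real split itself, the strongest outcome that 4 splits allow, and 4 splits are too few to settle whether chance explains it. For the genes of Figure 4E, another of these splits had a median of −0.25, with 9 of 10 genes lower and an adjusted p of 0.182, and of 0.0220 with the block. For the 14 other members of the Prp19 complex, the median was 0.05 (adjusted p 0.499, and 0.379 with the block), and 4 of the 4 splits gave a camera p as small.

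Figure 4C lists oxidative phosphorylation and aminoacyl-tRNA biosynthesis as activated and the cell cycle as suppressed. Lists for these, written after the first results had been seen and not those of KEGG, had medians of 0.06 over 78 genes, 0.04 over 36 genes and −0.05 over 49 genes, and camera adjusted p over these 3 lists of 0.0673, 0.0673 and 0.0673 (0.0198 for each with the replicate block). With the correlation between genes estimated, the adjusted p was 0.591 for each list, and 0.447 with the block. By rotation it was 0.645 for each list, and with the block 0.276, 0.244 and 0.244. Without siPrp19 replicate 3 the medians of the first 2 lists were reversed, at −0.02 and −0.03. Without siNC replicate 3 the median of the cell cycle list was reversed, at 0.05. The fits with a sample left out have no block and break a pair. The first 2 lists passed 0.05 without siPrp19 replicate 1 (medians 0.09 and 0.08, adjusted p 0.00196 and 0.0170). They also passed without siNC replicate 3 (0.09 and 0.15, adjusted p 0.00482 for each). The cell cycle list passed without siNC replicate 2 (−0.16, 0.00145) and without siPrp19 replicate 3 (−0.15, 0.000622). In its remaining fits with a sample left out, no list passed. A camera p as small came from 2 of the 4 splits for oxidative phosphorylation, 2 for the cell cycle and 1 for aminoacyl-tRNA synthetases. In the split with the smallest p for oxidative phosphorylation, which is not the real one, 65 of the 78 genes differed in the same direction between its 2 sides.

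Only the first siRNA against Prp19 is named by the paper for the experiments after the first, so off-target effects through its seed were weighed. The match to guide positions 2 to 8 is GATTTGG. Of 11179 tested genes with an annotated 3′UTR, 1478 hold it, and their median log2 fold change was 0.03 lower than that of the other genes (−0.0255). This difference lay at percentile 56.67 among 3948 7-base words with a similar number of matching genes, so a general seed effect was not seen. The 3′UTR of YAP1 holds 1 such match, and those of CTGF and CCND1 hold 0. A seed effect on YAP1 alone may therefore contribute to its lower value, and cannot be told apart in this RNA-seq from an effect of Prp19. The paper also reports more YAP protein and more YAP-1 and YAP-3 RNA when Prp19 was overexpressed, which involves no siRNA. That evidence bears on whether Prp19 affects YAP, but not on how much a seed effect adds in the siPrp19 samples. Of 839 genes with a 3′UTR of 3000 to 4000 bases, 23.7% hold the match, so 1 match in YAP1 is not rare.

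Since Prp19 takes part in splicing, genes without introns were compared with genes with introns. The median log2 fold change of 2051 genes without introns minus that of 12369 genes with introns was −0.02435, and in the 3 other splits that part all pairs it was 0.0212, −0.0157 and 0.0233. Spearman's rho between log2 fold change and intron number was 0.0078 across genes, which are not independent replicates. A rise of genes without introns was not seen. FPKM of whole genes does not measure retained introns, and the genes without introns were not limited to protein-coding genes. This comparison therefore cannot decide whether splicing was impaired.

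The paper reports that MMP9 protein fell and E-cadherin rose when Prp19 was downregulated. In the RNA-seq, MMP9 had 0.285 ± 0.0747 FPKM (SD, n = 3) with siNC and 0.492 ± 0.0864 FPKM (SD, n = 3) with siPrp19 and was higher in 3 of 3 pairs (exact two-sided permutation p = 0.10, the smallest possible), below the filter of 1 FPKM. CDH1, the gene of E-cadherin, was at 0 in 2 of 3 siNC samples and 1 of 3 siPrp19 samples and at most 0.015 FPKM. MYCN had 991.6 ± 161.2 FPKM (SD, n = 3) with siNC and 1040 ± 214.0 FPKM (SD, n = 3) with siPrp19. Its log2 fold change was 0.06, with a difference of 0.34 in pair 1 and of −0.08 in each of pairs 2 and 3.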
